# CHARGE syndrome-associated CHD7 acts at ISL1-regulated enhancers to modulate second heart field gene expression

**DOI:** 10.1093/cvr/cvad059

**Published:** 2023-04-13

**Authors:** Athanasia Stathopoulou, Ping Wang, Charlotte Thellier, Robert G Kelly, Deyou Zheng, Peter J Scambler

**Keywords:** CHARGE syndrome, CHD7, Second heart field, Cardiopharyngeal mesoderm, Cardiac enhancers

## Abstract

**Aims:**

Haploinsufficiency of the chromo-domain protein CHD7 underlies most cases of CHARGE syndrome, a multisystem birth defect including congenital heart malformation. Context specific roles for CHD7 in various stem, progenitor, and differentiated cell lineages have been reported. Previously, we showed severe defects when *Chd7* is absent from cardiopharyngeal mesoderm (CPM). Here, we investigate altered gene expression in the CPM and identify specific CHD7-bound target genes with known roles in the morphogenesis of affected structures.

**Methods and results:**

We generated conditional KO of *Chd7* in CPM and analysed cardiac progenitor cells using transcriptomic and epigenomic analyses, *in vivo* expression analysis, and bioinformatic comparisons with existing datasets. We show CHD7 is required for correct expression of several genes established as major players in cardiac development, especially within the second heart field (SHF). We identified CHD7 binding sites in cardiac progenitor cells and found strong association with histone marks suggestive of dynamically regulated enhancers during the mesodermal to cardiac progenitor transition of mESC differentiation. Moreover, CHD7 shares a subset of its target sites with ISL1, a pioneer transcription factor in the cardiogenic gene regulatory network, including one enhancer modulating *Fgf10* expression in SHF progenitor cells vs. differentiating cardiomyocytes.

**Conclusion:**

We show that CHD7 interacts with ISL1, binds ISL1-regulated cardiac enhancers, and modulates gene expression across the mesodermal heart fields during cardiac morphogenesis.

## 1. Introduction

CHARGE syndrome (Coloboma, Heart defects, Atresia of the choanae, Retarded growth and mental development, Genital anomalies, and Ear malformations) is a birth defect with significant morbidity. It is associated with deletion or point mutation of chromodomain helicase DNA binding protein 7 (CHD7), a chromatin remodeller with adenosine triphosphatase (ATPase) activity.^1^ To explore how CHD7 contributes to the morphogenesis of affected structures, animal models have been used, particularly conditional mutagenesis in mouse. Considerable emphasis has been placed on determining roles in various compartments and progenitor pools of the central nervous system. Important CHD7 functions in differentiation of neurogenic progenitors have been described,^2,3^ and CHD7 is one of the set of genes encoding chromatin modifiers where loss of function mutations are overrepresented in patients with autism (or executive dysfunction more broadly) and/or congenital heart defect.^4–6^

In terms of cardiovascular development, investigators focused on the constitutive heterozygous mouse model of the human syndrome,^7–9^ pharyngeal-epithelial-specific conditional mutants^10,11^ and neural crest cell (NCC)-specific mutants. These NCC mutants have outflow tract (OFT) and other defects.^12^ Our own work described cardiogenic mesodermal-specific (*Mesp1-Cre* conditional) null mutants (conditional knock-out, cKO) of *Chd7* which similarly had intracardiac [atrioventricular septal defects (AVSDs)] and outflow defects, together with interruption of the aortic arch, which recapitulate abnormalities seen in the human syndrome.^13^ Thus, CHD7 has multiple, important tissue specific roles that likely act through both cell autonomous and non-autonomous actions. This study aimed to identify the cardiogenic transcriptional circuitry disrupted by loss of CHD7 in cardiogenic mesoderm, and identify which, amongst these dysregulated genes, had genomic sites binding CHD7. The location of these sites provided insight into co-regulating transcriptional regulators and associated regulatory elements involved in heart development.

MESP1 is a pioneer transcription factor (TF) expressed in the cardio-pharyngeal mesoderm, a lineage forming various head and neck muscles, and much of the heart via the first and second heart fields (F/SHF).^14–16^*Mesp1-*Cre cKO mutants were embryonic lethal by E15.5 and displayed defects in both heart field derivatives.^13^ Regarding the SHF, embryos had a range of outflow defects including common arterial trunk, double outlet right ventricle (DORV) and overriding aorta. Hearts also had AVSDs, sometimes with double inlet left ventricle (the Holmes heart), and hypoplastic ventricular walls. The transcriptome of mutant embryonic day (E) 11.5 and E13.5 hearts suggested abnormal cardiomyocyte (CM) maturation and abnormal excitation contraction coupling, a defect confirmed following calcium imaging of paced primary CMs from E13.5 embryos. Together, these observations suggested a role for CHD7 in progenitors of both mesodermal heart fields providing the foundation for investigations described here.

At the biochemical level, CHD7 operates as an ATPase-dependent chromatin remodeller whereby nucleosome sliding is effected at target sites, thus secondarily affecting availability of target DNA sequences for TF binding.^17^ However, CHD7 also has non-ATPase-dependent regulatory activity^12^ possibly mediated through interactions with histone modifiers. For example, it has been proposed to be a sometime constituent of PBAF complexes in NCCs,^18^ interacting with BRG1 (SMARCA4, SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4).^19,20^ Other reported interactions include the WAR complex (WD repeat domain 5 (WDR5), Absent-Small-Homeotic-2- Like protein (ASH2L), and Retinoblastoma Binding Protein 5 (RbBP5)),^21^ CHD8 (its close orthologue),^22,23^ and SMAD family member 1 (SMAD1).^24^ In this way, CHD7 has the potential to work in concert with TF binding and histone modification to modulate gene expression. It can also interact with splicing factors and abnormalities of gene splicing were reported in *Chd7* mutants.^25,26^

Both *in vivo* single cell genomics and *in vitro* differentiation of stem cells towards CMs have been helpful in elucidating gene regulatory networks (GRNs) underlying cardiac morphogenesis and disease.^27–32^ A general feature of these networks is the combinatorial binding of TFs to enhancer elements, which can result in enhancers moving through inactive/poised, and active states, and the reverse, as defined by certain histone modifications.^33^

In sum, the mutant phenotypes and functional analysis of CHD7 suggest a vital but poorly understood role for control of gene expression during cardiac morphogenesis. In this paper we explore further the role of CHD7 in cardiogenic mesoderm, identifying differentially regulated genes (DEGs) in the developing heart and caudal pharyngeal mesoderm at E9.5 upon loss of CHD7. Hybridization chain reaction (HCR) expression analysis was used to validate the targets and identify domains of expression affected by CHD7 loss. Overall, we found that certain genes expressed in the posterior SHF had increased expression, with decreased expression of genes expressed in the anterior SHF. There was a significant overlap of the DEGs with genes bound by CHD7 in murine embryonic stem cells (ESCs) differentiated to the cardiac progenitor (CP) stage. 62% of the CHD7 binding sites were >10 kb from the transcription start site (TSS) and had chromatin features associated with enhancer activity, particularly enhancer histone modification marks that change during mesoderm to CP and CP to early CM stages of mESC differentiation. Notably, there was significant overlap between ISL LIM homeobox 1 (ISL1) and CHD7 binding sites, with one such site upstream of *Isl1* itself. Moreover, CHD7 physically interacts with ISL1 in CP cells. These results provide new insights into CHD7 function in CPM, where it modulates gene expression across the mesodermal heart fields, likely through its activity at key enhancers of CPM genes.

## 2. Methods

### 2.1 Mouse lines

The mouse lines used were: *Chd7^fl^* (MGI: 4433295, *Chd7^tm2a(EUCOMM)Wtsi^*) and *Mesp1-Cre* (MGI: 2176467, *Mesp1^tm2(cre)Ysa^*). For timed matings, the date of the vaginal plug was designated as E0.5. Ear biopsies or embryonic yolk sacs were used for genotyping.

### 2.2 Ethics statement

All animal work was carried out according to UK Home Office regulations, under project license number PPL P168131D1 and conform to the guidelines from Directive 2010/63/EU of the European Parliament. The project license application was approved by the UCL Animal Welfare and Ethical Review Body before submission to the Home Office.

No anaesthetic/analgesic agents were used. Euthanasia was performed in CO_2_ chamber followed by cervical dislocation.

### 2.3 RNA sequencing

‘SHF’ or ‘HEART’ tissue was micro-dissected from E9.5 embryos and stored at −80°C, until genotyping was complete. Tissue from each embryo was processed individually and sequenced as a single sample. Each ‘SHF’ sample originated from a single embryo, and similarly each ‘HEART’ sample originated from a single heart and OFT, as described in the text. Total RNA was isolated using RNeasy Plus Micro kit, with gDNA eliminator column.

### 2.4 ‘SHF’ total RNA-seq library preparation and data analysis

Five control (*Mesp1-Cre*) and six cKO (*Mesp1-Cre; Chd7^fl/fl^*) samples were processed using the KAPA RNA HyperPrep Kit with RiboErase according to manufacturer’s instructions. ERCC RNA Spike-In Mix was added to all RNA samples. Libraries were pooled in equimolar quantities, calculated from Qubit and Bioanalyser fragment analysis, and multiplexed in the same run. Samples were sequenced on the NextSeq 500 instrument (Illumina) in a 43 bp paired end run.

Raw data were demultiplexed and converted to fastq files using Illumina’s bcl2fastq Conversion Software (v2.18) on BaseSpace. Reads were then aligned to the mouse reference genome (UCSC mm10) using STAR (v2.5.0b) on the BaseSpace RNA-seq alignment app (v1.1.0, Illumina). Reads per transcript were counted using HTSeq (RnaReadCounter by Illumina) and differential expression was estimated using the BioConductor package DESeq2 on BaseSpace app (v1.0.0).

### 2.5 ‘HEART’ mRNA-seq library preparation and data analysis

Four control (*Mesp1-Cre*) and four cKO (*Mesp1-Cre; Chd7^fl/fl^*) samples were processed using the KAPA mRNA HyperPrep kit. Libraries were pooled in equimolar quantities and sequenced on the NextSeq 500 instrument (Illumina) in a 43 bp paired end run.

We built a Galaxy pipeline which first pre-processed the data, removing any Illumina adapter contamination and poor quality base-calls using fastp (v0.20.1) before aligning reads to the mouse genome (UCSC mm10) with RNA STAR (v2.7.2b). Once aligned, reads were counted for each gene using featureCounts (v1.6.4). All sequence and annotation were obtained from the Illumina iGenomes repository. Counts were then used to perform DESeq2 differential expression analysis using the BioConductor tool (v1.3.2).

### 2.6 CUT&RUN sequencing

CUT&RUN was performed using 0.5 × 10^6^ cells (CP cells at day 5 during CM differentiation) with the CUT&RUN assay kit (CST, 86652), according to the manufacturer’s protocol. Three biological replicates were processed for each condition, using the following antibodies: anti-CHD7 (CST 6505, dilution 1/100) and anti IgG (CST 66362, dilution 1/20) as negative control. DNA fragments were purified using DNA Purification kit (CST, 14209). Library preparation was performed with the NEB DNA Ultra II assay with some deviations, as described in Supplementary material online, supplementary methods.

Library concentration was assessed with the Qubit DNA High Sensitivity assay and size distribution was assessed with the DNA 1000 High Sensitivity TapeStation assay. Samples were equimolar pooled before sequencing on the NextSeq 2000 (Illumina) according to manufacturer’s instructions. A P2 flow-cell and 100 cycle reagent kit were used to read with a 56 bp paired-end recipe along with 2 × 8 bp unique dual indexing plus an 8 bp UMI.

### 2.7 CUT&RUN data analysis

Data were UDI demultiplexed using BCL Convert (v03.75) before pre-processing with fastp (v0.20.1) to remove Illumina adapter, polyG + sequences and trim low-quality bases. Processed reads were aligned to the mouse genome (UCSC mm10) with bwa (v 0.7.17.4) before being UMI deduplicated with JE-Suite (v1.2.1). Peaks were called by MACS2^34^ (v2.1.2) for each sample with IgG as controls and overlapping peaks in at least two replicates were used as the final peaks.

### 2.8 Whole mount *in situ* HCR

Embryos E9.5 were dissected and processed for whole mount ISH. For each target mRNA a DNA probe set, DNA HCR amplifier, and hybridization, wash and amplification buffers were purchased from Molecular Instruments (https://www.molecularinstruments.com/). DNA probe sets were designed and manufactured by Molecular Instruments, using the Mus Musculus accession number for the target mRNA sequences from the NCBI database. *In situ* HCR was performed using the whole-mount mouse protocol.^35^ Following HCR embryos were counter stained with DAPI and mounted using CitiFluor AF1 mounting media into a ‘homemade chamber slide’ that provided enough space for the embryos to retain their 3D structure for imaging. Each HCR was repeated on at least four stage-matched embryos. Details on image acquisition and analysis are available in Supplementary material online, supplementary methods.

### 2.9 ESC culture and CM differentiation

Wild-type mouse ESCs were derived from C57BL6 mice in house using standard techniques.^36^ Pluripotent ESCs were maintained in serum-free conditions, in 2i medium with LIF, on gelatin-coated plates.

Mouse ESCs were differentiated to CMs as described by Wamstad *et al.*^37^ This study described four ‘key’ stages during *in vitro* CM differentiation: undifferentiated ESC (Day 0), mesoderm (MES) (Day 4; 40 h after Day 2), cardiac precursor CP (Day 5.3; 32 h after plating at day 4), and CM (Day 10). For the CUT&RUN experiments, we selected to collect the cells at Day 5, based on principal component analysis (PCA) (*Figure 2A*), as described in the results section. Our ‘Day 5’ timepoint is 24 h after plating at MES stage (Day 4) and 8 h prior to CP stage (timeline in Supplementary material online, *Figure S2A*).

Transcriptional changes during CM differentiation of our ESCs were compared with Wamstad *et al*. data and PCA showed a good matching trajectory (see Supplementary material online, *Figure S11*).

### 2.10 Co-immunoprecipitation experiments

CP cells at day 5 of *in vitro* CM differentiation were used for the co-IP experiments. 5 × 10^6^ cells were used for each antibody. Cells were lysed with IP lysis buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40 and 5% glycerol), supplemented with protease inhibitor cocktail (cOmplete, Roche) on ice. After sonication and centrifugation, the protein lysates were incubated overnight with 2 μg of ISL1 antibody (ab109517) or 2 μg of IgG (CST 66362) at 4°C, followed by 3 h incubation with Dynabeads protein A (ThermoFisher) at 4°C the next day.

The immunoprecipitated samples were analysed by western blot, using antibodies against CHD7 (CST 6505) and ISL1 (DSHB 39.05D).

## 3. Results

### 3.1 Global gene expression changes in E9.5 CPM of *Chd7* mutants vs. controls

To investigate the role of *Chd7* in the CPM we performed RNA-seq on two microdissections from *Mesp1-Cre; Chd7 ^fl/fl^* (referred to as cKO) and control (*Mesp1-Cre*) embryos. The first involved the distal pharyngeal apparatus, i.e. arches two through six including the dorsal pericardial wall (DPW) which encompasses the SHF before these cells migrate to the poles of heart.^38^*In vivo,* CP cells (*Mesp1+*) found in the pharyngeal arch 2 (PA2) are reported to be a major source of cells contributing to the SHF.^39^ The region also contains less specified mesodermal multilineage primed progenitor cells (MLPs^32^). For simplicity we refer to this dissection as ‘SHF’ (we continue to use inverted commas in this denotation to recognize the presence of other cell types) as shown in *Figure 1A*. We sequenced ‘SHF’ samples from five control and six cKO single embryos. We identified 313 differentially expressed genes (DEGs, FDR < 0.1), with 91 genes upregulated and 222 downregulated in cKO ‘SHF’ (*Figure 1B*; Supplementary material online, *Figure S1A*, Supplementary material online, *Data S1*). Gene ontology (GO) analysis of down-regulated genes revealed enrichment of terms linked to the contractile apparatus, heart development, and cardiac ventricle morphogenesis (*Figure 1D*). These genes were also involved in cardiomyopathies and congenital heart disease, based on Jensen disease enrichment analysis (*Figure 1E*). By contrast, up-regulated genes were involved in glycolysis (see Supplementary material online, *Figure S1B*), expression which normally decreases as CPs differentiate.^40^

**Figure 1:**
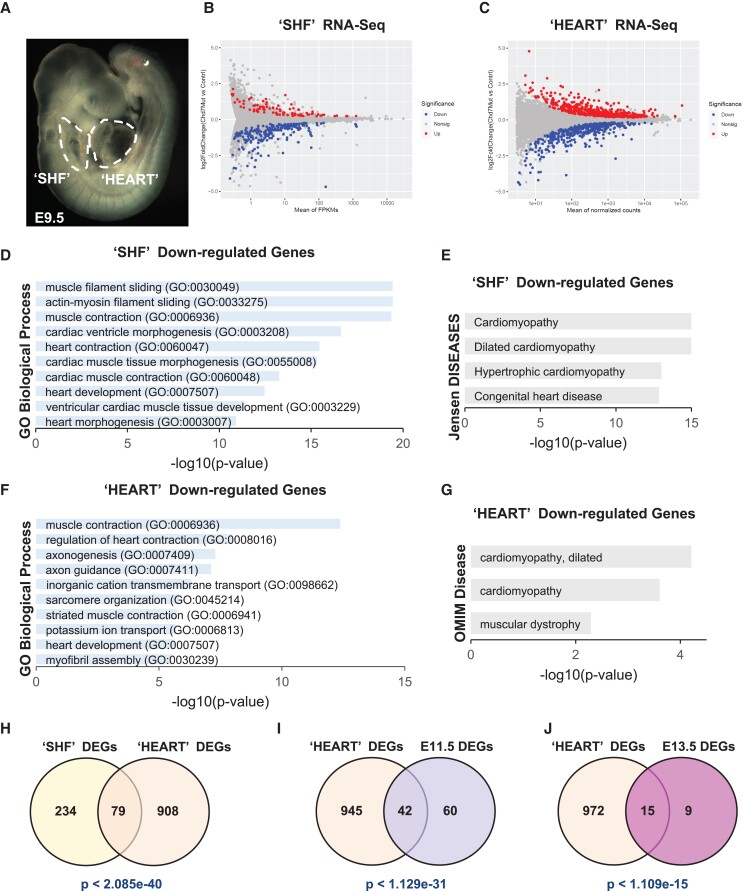
Loss of *Chd7* in CPM dysregulates the cardiogenic GRN. (*A*) Whole mount E9.5 embryo showing the regions micro-dissected for the ‘SHF’ and ‘HEART’ RNA-seq experiments. (*B–C*) MA plots showing global gene expression changes in ‘SHF’ (*B*) and ‘HEART’ (*C*) in *Chd7* cKO embryos relative to controls. Significantly changed genes with FDR < 0.1 are highlighted in red (up-regulated) or blue (down-regulated). (*D*) GO enrichment and (*E*) Jensen disease analysis for the 222 genes down-regulated in *Chd7* cKO compared to control ‘SHF’. (*F*) GO terms and (*G*) OMIM disease terms enriched in the 426 genes down-regulated in *Chd7* cKO ‘HEART’. Terms are ranked by *P*-values from the Fisher exact test, by Enrichr. (*H–J*) Venn diagrams showing the overlap between DEGs in *Chd7* cKO ‘SHF’ and ‘HEART’ samples (*H*), ‘HEART’ and E11.5 hearts (*I*), and between ‘HEART’ and E13.5 hearts (*J*). DEGs in E11.5 and E13.5 hearts were obtained from previously published data.^13^*P*-values based on hypergeometric test.

To gain insight to what cell types may be affected more functionally by *Chd7* cKO, we compared the expression of all the ‘SHF’ DEGs among cell types (i.e. clusters) identified in a previously published single cell RNA-seq data.^32^ There, the authors dissected the pharyngeal apparatus and heart from E9.5 *Mesp1-GFP* embryos *(Mesp1-Cre; ROSA26-GFP^f/+^)*, performed scRNA-seq of the *Mesp1*-expressing cells and generated clusters of the different cell types within the CPM lineage. Comparison of our ‘SHF’ DEGs with the *Mesp1-Cre* lineage at E9.5 revealed that down-regulated genes are enriched for CM cluster markers (see Supplementary material online, *Figure S1C*), suggesting that CHD7 may control normal differentiation paths during CPM development, resulting in a reduced CM population or delayed CM differentiation in the cKO embryos.

To study transcriptional changes in cells that have entered the heart (i.e. SHF-derived OFT, right ventricle (RV) and parts of the atrium, and FHF-derived left ventricle and atria), we also performed RNA-seq of the OFT and heart tissue from the same embryos, as shown in *Figure 1A* (labelled ‘HEART’). We sequenced four control and four cKO single embryos and identified 987 genes significantly dysregulated (FDR < 0.1), with 561 genes up and 426 down-regulated (*Figure 1C*; Supplementary material online, *Figure S1A*, Supplementary material online, *Data S2*). GO analysis of down-regulated genes revealed processes involved in cardiac development and muscle contraction (*Figure 1F* and *G*), terms similar to those found in ‘SHF’ DEGs. Analysis of up-regulated genes showed enrichment for extracellular matrix organization and cell migration (see Supplementary material online, *Figure S1D*). We compared DEGs of ‘SHF’ with ‘HEART’ tissue DEGs and found significant overlap (*Figure 1H*). The significance of overlap was tested using hypergeometric test and the *P*-value is provided in the figure. Most gene expression changes were in the same direction (67 of 79 common genes, 85%; Supplementary material online, *Figure S1E*).

Previous microarray analysis of E11.5 and E13.5 *Chd7 Mesp1* cKO hearts^13^ revealed abnormal CM maturation, supported by functional impairment of Ca2 + transients in paced CMs from E13.5 hearts. Our RNA-seq analysis at E9.5 showed that early CM markers were reduced in ‘SHF’ and ‘HEART’ tissue of cKO embryos, so we compared with E11.5 and E13.5 data. In E11.5 cKO hearts 102 genes were significantly changed (FDR < 0.1), with 42 (41.2%) significantly changed in E9.5 cKO ‘HEART’ (*Figure 1I*). GO (cellular components) analysis showed involvement of these genes in the sarcoplasmic reticulum membrane, endoplasmic reticulum lumen and cation channel complex (see Supplementary material online, *Figure S1F*). In E13.5 hearts 24 genes were significantly changed (FDR < 0.1), and 15 out of the 24 (62.5%) were differentially expressed in E9.5 ‘HEART’ (*Figure 1J*). This overlap was observed from E9.5 (when the embryos appear normal) until E13.5 (when the cardiovascular phenotype is apparent with external oedema and haemorrhage), suggesting that effects of gene expression may persist once CHD7 protein itself has largely disappeared from the heart at the later stage.^13^

Taken together, these data indicate that CHD7 plays a significant role in transcriptional regulation of genes important for heart tube and pharyngeal mesoderm development, with particular effects within the SHF.

### 3.2 Genome-wide analysis of CHD7 binding sites in CP cells

To identify primary and direct targets of CHD7 during the early stages of cardiac commitment and differentiation, we decided to map the genome-wide binding sites of CHD7. We used an *in vitro* approach of directed differentiation of mouse ESCs towards CMs in order to overcome technical difficulties encountered with *in vivo* derived tissues. Furthermore, *in vitro* CM differentiation allows comparison of our data with several published datasets from equivalent *in vitro* systems that map the dynamic enhancer landscapes along CM differentiation.

In order to identify a suitable timepoint for *in vitro* differentiation that best reflects the stage of ‘SHF’ cells *in vivo* we first compared our control RNA-seq data with the RNA-seq datasets published from Wamstad et al.^37^ In that study, the authors selected four ‘key’ stages during *in vitro* CM differentiation (ESC, MES, CP, CM) and performed RNA-seq and other genomic analysis. PCA revealed that our *in vivo* ‘SHF’ samples most closely aligned to the transition between MES and CP, but closer to CP as shown by the first principal component (*Figure 2A*). We therefore selected a time point for the *in vitro* experiments 8 h prior to their CP stage, and refer to this as ‘Day 5’ (see Supplementary material online, *Figure S2A*, protocol details in methods section). We used a CUT&RUN (‘Cleavage Under Targets & Release Using Nuclease’) technique, followed by NGS.^41,42^ This allowed us to use the low number of cells available after replating (end of day 4; 0.5 million cells for each biological replicate), and avoid limitations arising from crosslinking, sonication and solubilization.^42^ The assay was performed in three biological replicates using anti-CHD7, and IgG as negative control.

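The cells were cardiac precursor (CP) cells collected at day 5 of the differentiation of mouse embryonic stem cells into cardiomyocytes. In CUT&RUN an antibody brings a nuclease to the protein of interest, and the DNA fragments that the nuclease releases are sequenced. There were 9 libraries in 3 groups of 3 biological replicates, made with anti-CHD7, with the IgG control and from input without antibody. The authors trimmed the reads with fastp, aligned them to the mouse genome (mm10) with bwa, removed duplicates by their unique molecular identifiers and called peaks with MACS2 for each sample with IgG as control. Peaks that overlapped in more than 1 of the 3 replicates formed their final list. This deposited list gives the chromosome, start and end of each peak, with no read count, height or P-value. The depth of each library, the spread between replicates and the strength of single peaks are therefore unknown here, and no value below has a replicate error. The intervals given are Wilson 95% confidence intervals and cover counting error only.
From this list, the midpoint of each peak was set against the TSSs of all transcripts of protein-coding genes in GENCODE M21, an annotation of GRCm38, the assembly that mm10 carries. Genes were associated with peaks by the basal plus extension rule, which is the default of GREAT, recomputed on this annotation and without GREAT's curated domains. Each of 21911 protein-coding genes received a regulatory domain from 5 kb upstream to 1 kb downstream of its TSS, extended in both directions to the basal domain of the next gene or up to 1 Mb. Because a long domain collects more peaks by chance, the peaks were also placed 1000 times at random on the sequenced parts of their own chromosomes and counted in the same way. The choice of TSSs, the association rule and the way of computing the expected overlap are the choices that could change the numbers.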

**Figure 2:**
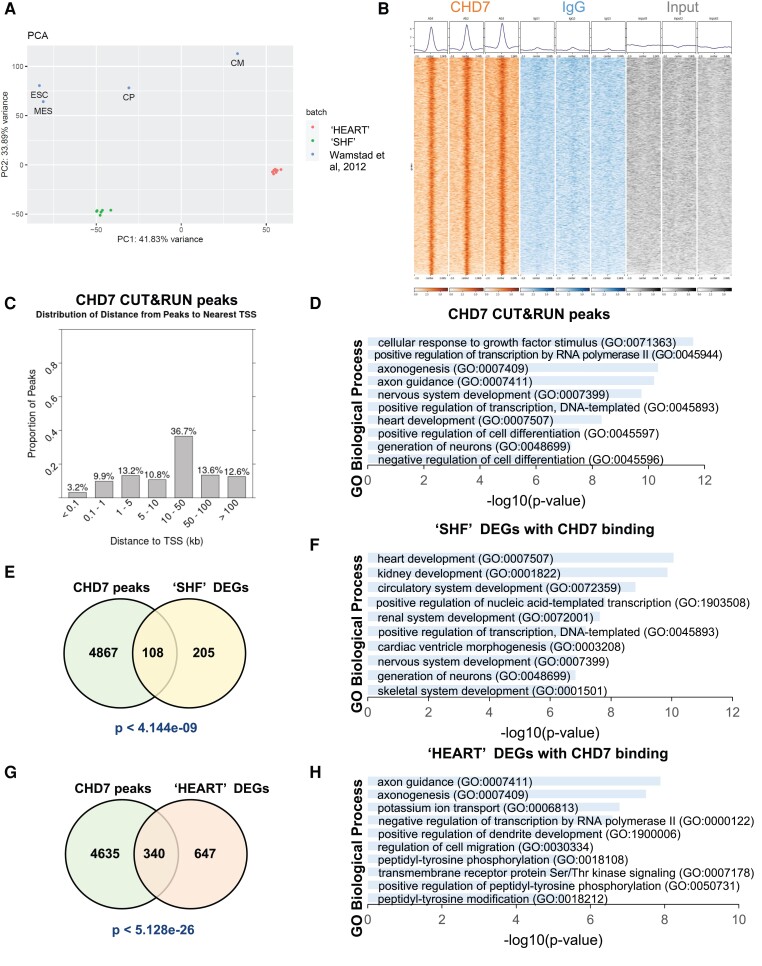
Direct targets of CHD7 in the CPM, identified by CUT&RUN. (*A*) PCA of *in vivo* control ‘SHF’ and ‘HEART’ samples compared with *in vitro* CM differentiation time points from Wamstad *et al.*^37^ based on RNA-seq data. (*B*) Read density heatmaps (+/−2 kb relative to the centre of CHD7 peaks) and density profiles of CUT&RUN-seq in 3 biological replicates. Orange, CHD7 antibody; blue, IgG antibody; grey, input. (*C*) Distribution of distances from CHD7 peaks to the nearest TSS. (*D*) GO biological processes enriched in genes associated with CHD7 peaks. Terms are ranked by *P*-value from the Fisher exact test, by Enrichr. (*E*) Venn diagram of DEGs in *Chd7* cKO ‘SHF’ with CHD7 binding, and GO terms enriched in these genes (*F*). (*G*) DEGs in *Chd7* cKO ‘HEART’ with CHD7 binding, and GO terms enriched (*H*). *P*-values of Venn diagram overlaps from hypergeometric test and *P*-values of GO analysis from Fisher exact test.

We identified 3761 peaks enriched in CHD7 Ab samples (*Figure 2B*), which were associated with 4975 genes by the software GREAT using default setting (see Supplementary material online, *Figure S2B*, Supplementary material online, *Data S3*). 

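The deposited list held 3761 CHD7 peaks, none of which overlapped another. Their width had a median of 703 bp, with quartiles at 530 and 1053 bp, and ran from 246 to 3419 bp. Together they covered 3221210 bp, which is 0.122% of the sequenced genome. By the association rule, 4978 of 21911 genes (22.7%) had at least 1 peak in their regulatory domain. Of these genes, 3690 had exactly 1 peak and 1288 had 2 or more. Most peaks, 3050, were associated with 2 genes, 697 with 1 gene, 7 with 3 genes and 7 with none. The 6818 gene and peak pairs had a median absolute distance of 57406 bp between the midpoint and the TSS. Randomly placed peaks were associated with 4424 genes on average, with 4265 as the lowest and 4579 as the highest number in 1000 placements, so the observed number lay above all of them. The alternative that moved the number of genes most was the basal domain alone, with 694 genes. The copy of Supplementary material online, Data S3 used here is shortened and lists 1996 genes, while the paper's number is 4975. Of the 2653 pairs in this copy whose gene matched the annotation, 86.2% had the same distance to within 1 bp and 97.6% were also found here.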

Using ChIP-Enrich we examined the distribution of the peaks compared to the nearest TSS (*Figure 2C*). We found 13.1% of peaks within proximal promoters (up to 1 kb from the TSS) and 26.3% within greater promoters (up to 5 kb from TSS). 

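In the deposited list, 585 of 3761 midpoints lay within 1 kb of the nearest TSS, a share of 15.6% (95% CI 14.4 to 16.8). Within 5 kb there were 1205 midpoints, or 32.0% (95% CI 30.6 to 33.6). Randomly placed peaks gave 4.07% (SD 0.320 across 1000 placements) within 1 kb and 15.1% (SD 0.569) within 5 kb. The observed shares were 3.82 and 2.12 times the random ones, and both lay above every placement (2-sided permutation test, P = 0.002 for each, the smallest that 1000 placements can give). The class closest to a TSS, under 0.1 kb, held 193 peaks (5.13%) against 0.544% at random. The placements do not take accessibility or mappability into account. Both the share within 1 kb and that within 5 kb depended on which TSSs were counted. With 1 TSS per gene, the choice that lowered them most, 11.0% of peaks lay within 1 kb and 21.1% within 5 kb.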

The majority of peaks (62.9%), however, were located over 10 kb from TSS, with 26.2% located over 50 kb from TSS (*Figure 2C*). Therefore, CHD7 was mainly associated with elements distant from the TSS but had relatively low enrichment at promoters.

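Over 10 kb from the nearest TSS there were 2132 peaks, or 56.7% (95% CI 55.1 to 58.3), and over 50 kb there were 925, or 24.6% (95% CI 23.2 to 26.0). Randomly placed peaks lay over 10 kb away in 75.6% of cases (SD 0.656) and over 50 kb away in 47.0% (SD 0.768). Both observed shares were below every one of the 1000 placements (2-sided permutation test, P = 0.002, again the smallest possible). The difference was greatest beyond 100 kb, with 488 peaks (13.0%) against 34.7% at random, while the class from 10 to 50 kb held 1207 peaks (32.1%) against 28.7%. By the annotation at the midpoint, 46.8% of peaks were outside protein-coding genes and 44.2% were in an intron of one. A UTR held 4.73%, a coding sequence 3.14% and a noncoding exon of a protein-coding gene 1.09%. From the share of peaks over 10 kb from a TSS and the lower share at promoters, the paper concludes that CHD7 was mainly associated with elements distant from the TSS.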

GO analysis of the genes associated with the CUT&RUN peaks shows that CHD7-associated genes are enriched in several biological processes, including heart development and nervous system development (*Figure 2D*). CHD7 binding targets play significant roles in important developmental pathways such as cellular responses to various growth factors (examples in Supplementary material online, *Figure S2C*). To define direct transcriptional targets of CHD7, we intersected CHD7-bound genes with DEGs in ‘SHF’. We found 35% of cKO ‘SHF’ DEGs were bound by CHD7 (108 of 313 genes, *P* < 4.144e-09, hypergeometric test *Figure 2E*). 

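The DEGs are the paper's own list for the dissected ‘SHF’ of Chd7 cKO embryos (Supplementary material online, Data S1), so the overlap sets peaks from CP cells in culture against genes measured in embryos. Of the 313 listed DEGs, 16 had no match among the genes with a regulatory domain and a pair of symbols resolved to the same gene, which left 296. Of these, 107 were associated with at least 1 CHD7 peak, a share of 36.1% (95% CI 30.9 to 41.8). The number expected from the share of all genes was 67.2, so the overlap was 1.59 times the expected one (1-sided exact hypergeometric test, P = 9.68e-08). The ‘SHF’ DEGs also had longer regulatory domains, with a median of 215290 bp against 90167 bp for all genes. When the peaks were placed at random, 100.6 of the 296 DEGs received a peak on average, and the observed number was 1.06 times this mean (1-sided permutation test over 1000 placements, P = 0.19). In a logistic regression that also held the log10 length of the domain, the odds ratio of the ‘SHF’ DEGs was 1.27 (2-sided P = 0.0638, n = 21911 genes). The random placements put 34.7% of peaks over 100 kb from a TSS, against 13.0% observed, so they favour long domains. Other expectations, chosen after the data had been seen, left the overlap significant. Of the values that follow, only the first is matched on domain length. The overlap was 1.18 times the mean of genes drawn from the same classes of domain length (1-sided permutation test, P = 0.02). Against random peaks that kept their offset from a TSS it was 1.34 (1-sided permutation test, P = 0.001, the smallest possible). Against a background of as many genes as the adjusted P-values show to have been tested, 17897, with every associated gene among them, it was 1.30 (1-sided exact hypergeometric test, P = 0.001). With the single nearest gene in place of the domains, 66 DEGs were associated, 1.57 times the expected number (P = 9.8e-05 from the same exact test). The alternative that moved the ratio most was the basal domain alone, under which 8 DEGs were associated and the ratio was 0.853 (1-sided exact hypergeometric test, P = 0.724).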

GO analysis of these genes shows enrichment for heart development, circulatory system development, cardiac ventricle morphogenesis and skeletal system development processes (*Figure 2F*; Supplementary material online, *Figure S2D*). Both downregulated and upregulated ‘SHF’ genes independently showed significant CHD7 binding (see Supplementary material online, *Figure S2E*). 

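Among the downregulated ‘SHF’ DEGs, 71 of 217 matched genes (32.7%, 95% CI 26.8 to 39.2) were associated with a CHD7 peak, 1.44 times the expected number (1-sided exact hypergeometric test, P = 0.000447). Among the upregulated ones it was 36 of 79 (45.6%, 95% CI 35.0 to 56.5), 2.01 times the expected number (P = 5.96e-06 from the same exact test). Both were also compared with expectations that take the length of the domains into account. The random placements put 34.7% of peaks over 100 kb from a TSS, against 13.0% observed, so they favour long domains. Draws of genes from the same classes of domain length were chosen after the data had been seen. They gave a ratio of 1.055 for the downregulated genes (1-sided permutation test, P = 0.3). Against randomly placed peaks, the downregulated genes were at 0.926 times the mean of the placements (1-sided permutation test, P = 0.88) and the upregulated genes at 1.5 times, 36 against a mean of 23.9 (P = 0.002). With the length of the domain in a logistic regression, the odds ratio was 1.00 (P = 0.98) for the downregulated and 2.30 (P = 0.000487) for the upregulated genes (2-sided, n = 21911 genes). Random peaks that kept their offset from a TSS, an expectation chosen after the data had been seen and not matched on domain length, left the downregulated genes at 1.27 times the mean (1-sided permutation test, P = 0.01). The difference in share between upregulated and downregulated genes was not significant by Fisher's exact test (odds ratio 1.72, 2-sided P = 0.0551, 0.0827 after Benjamini-Hochberg adjustment over 3 such comparisons). With domain length in the model the odds ratio of this comparison was 2.38 (2-sided P = 0.00349, 0.00523 after the same adjustment, n = 296 genes).

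**Figure D1:**
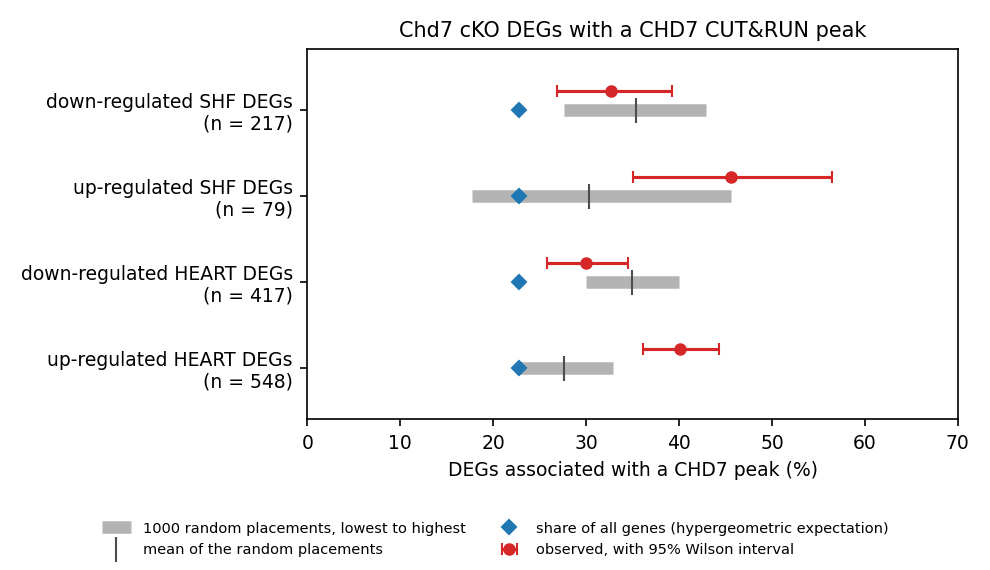
Share of Chd7 cKO DEGs associated with a CHD7 CUT&RUN peak (%, x axis) for down- and up-regulated DEGs of ‘SHF’ and ‘HEART’ (y axis, n is the number of matched genes). Red points are observed shares with Wilson 95% confidence intervals and blue diamonds the share of all genes. Grey bars are the lowest to highest share in 1000 random placements of the peaks and vertical lines their means. The observed shares of downregulated DEGs, 32.7% and 30.0%, lie below these means. Those of upregulated DEGs, 45.6% and 40.1%, lie above them. The placements put 34.7% of peaks over 100 kb from a TSS, against 13.0% observed, so they favour long domains.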

The intersection of CHD7 peaks with DEGs in ‘HEART’ tissue displayed a similarly significant overlap [340 of 987 (34%) DEGs bound by CHD7, *P* < 5.12e-26, hypergeometric test, *Figure 2G*]. 

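Of the 987 ‘HEART’ DEGs in the paper's list (Supplementary material online, Data S2), 965 matched a gene with a regulatory domain, and 345 of these had at least 1 CHD7 peak (35.8%, 95% CI 32.8 to 38.8). With 219.2 expected, the ratio was 1.57 (1-sided exact hypergeometric test, P = 4.05e-21). The median domain of these DEGs was 170414 bp. Randomly placed peaks reached 297.0 of them on average, and the observed number was 1.16 times this mean (1-sided permutation test, P = 0.001, the smallest that 1000 placements can give). The odds ratio in the logistic regression with domain length was 1.44 (2-sided P = 6.04e-07, n = 21911 genes). Against a background of as many genes as the adjusted P-values show to have been tested, 14029, with every associated gene among them, the ratio was 1.01 (exact hypergeometric test, P = 0.441). This background gives a rough upper limit for the expected overlap, since tested genes without a regulatory domain were not taken out of it. It was chosen after the data had been seen. The 548 upregulated genes included 220 with a peak (40.1%, 95% CI 36.1 to 44.3), 1.77 times the expected number (P = 1.84e-20, exact hypergeometric test) and 1.45 times the random mean (P = 0.001, again the smallest possible). Against the background of 14029 genes the ratio was 1.13 for the upregulated genes (exact hypergeometric test, P = 0.0117) and 0.845 for the downregulated genes. The 417 downregulated genes included 125 with a peak (30.0%, 95% CI 25.8 to 34.5), 1.32 times the expected number (P = 0.000323, exact hypergeometric test), but 0.858 times the random mean (P = 1.0, permutation test). Set against genes of the same classes of domain length, the downregulated genes were at 1.01 (1-sided permutation test, P = 0.45). That comparison was chosen after the data had been seen. Upregulated ‘HEART’ DEGs were associated with a peak more often than downregulated ones (Fisher's exact test, odds ratio 1.57, 2-sided P = 0.00114, 0.00341 after Benjamini-Hochberg adjustment over the 3 comparisons). With the basal domain alone, 28 DEGs were associated and the ratio was 0.916.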

GO analysis revealed enrichment for axon guidance and axonogenesis, potassium ion transport, cell migration and signalling pathways involved in cardiac muscle development and function (*Figure 2H*; Supplementary material online, *Figure S2F*). The term heart development was the most significant when considering ‘HEART’ down DEGs with CHD7 peaks (see Supplementary material online, *Figure S2G*).

Taken together, this analysis indicates that a large number of our ‘SHF’ and ‘HEART’ DEGs are likely CHD7 direct targets.

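The ‘SHF’ and ‘HEART’ lists shared 79 DEGs, of which 67 changed in the same direction. After matching, 29 of 66 of these genes (43.9%, 95% CI 32.6 to 55.9) were associated with a CHD7 peak. Of the genes listed for 1 dissection, 386 of 1105 (34.9%, 95% CI 32.2 to 37.8) were. This difference was not significant (Fisher's exact test, odds ratio 1.46, 2-sided P = 0.146). Among DEGs with and without a peak, the paper's absolute log2 fold changes had medians of 0.61 and 0.72 in ‘SHF’ (2-sided permutation test, P = 0.073) and of 0.53 and 0.52 in ‘HEART’ (P = 0.92). The ‘SHF’ medians leave out 1 DEG with a peak, for which the list gives no fold change. From the overlap of both DEG lists with the genes associated with CHD7 peaks, the paper proposes that a large number of these DEGs are direct targets of CHD7.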

### 3.3 CHD7 regulates domains of expression within the SHF

To validate expression changes and to test for alterations in the spatial expression domains as well as degree of expression, we focused upon DEGs (a) with CHD7 binding sites and (b) that have known importance within the cardiogenic GRNs (since, if CHD7 alters expression levels or domains of these genes their dysregulation likely contributes to the mesodermal loss of function phenotype). Whole mount *in situ* HCR was used to assess gene expression in *Chd7* cKO embryos at E9–9.5.

We first analysed SHF progenitor markers downregulated in cKOs. *Fgf10* is expressed in CPM including arterial pole progenitor cells and was the first molecular marker of the murine SHF.^38^ In control embryos *Fgf10* was expressed in the SHF (green bracket), the mesodermal core of the branchial arches (arrowheads) and weakly in the RV (*Figure 3A*–*A’’’*, Supplementary material online, *Figure S3A*–*A’’’*). In cKO embryos SHF expression was lost (green bracket, *Figure 3B’*–*B’’*; Supplementary material online, *Figure S3B*–*B’’*) and some minimal expression was present in the DPW in medial sections (*Figure 3B’’’*; Supplementary material online, *Figure S3B’’*–*B’’’*, quantification in Supplementary material online, *Table S1*). *Fgf10* expression in the mesoderm of the branchial arches (arrowheads) and the RV was also reduced in cKOs (*Figure 3B*–*B’’’*).

**Figure 3:**
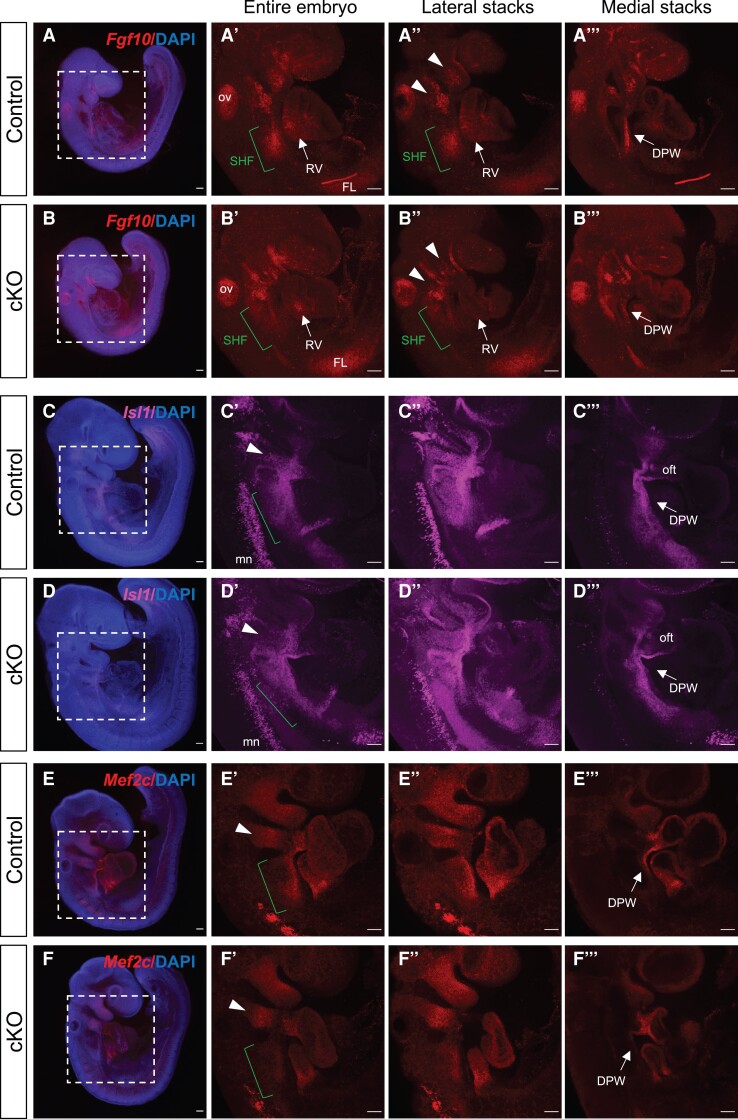
Loss of CHD7 in the *Meps1* lineage leads to reduced expression of anterior SHF markers. Whole mount *in situ* HCR staining of control and *Chd7* cKO (*Mesp1-Cre; Chd7^fl/fl^*) embryos at E9–9.5 for *Fgf10* (*A–B’’’*), *Isl1* (*C–D’’’*) and *Mef2c* (*E–F’’’*). Boxed regions in (*A*), (*B*), (*C*), (*D*), (*E*), (*F*) are shown in neighbouring panels. Confocal maximum projection of the entire embryo and selected lateral or medial z-stacks are displayed. *n* = 4. See Supplementary material online, *Figure S3* for selected stacks highlighting domain differences. Arrowheads indicate cells in branchial arches; green bracket shows the SHF region. Scale bars represent 100 μm. ov, otic vesicle; SHF, second heart field; RV, right ventricle; FL, forelimb; DPW, dorsal pericardial wall; oft, outflow tract; mn, motor neurons.

Next, we examined *Isl1*, which is expressed throughout the SHF.^43^ In control embryos *Isl1* is expressed in SHF (green bracket and DPW arrow), branchial arches (arrowheads) and OFT (*Figure 3C*–*C’’’*; Supplementary material online, *Figure S3E*–*E*’). In cKO embryos *Isl1* expression in the branchial arches was reduced, especially in the 2nd arch (arrowheads, in *Figure 3D’*–*D’’*; Supplementary material online, *Figure S3F*–*F*’, Supplementary material online, *Table S1*), but expression at the lateral part of the SHF (green bracket) and medial DPW was not severely affected (*Figure 3D*–*D’’’*).

Based on our RNA-seq data, *Hand2* and *Hand1* were reduced in cKO embryos in both dissections. In control embryos, *Hand2* is expressed in the distal portion of the branchial arches (arrowheads), in SHF (green bracket), in the OFT, and RV (see Supplementary material online, *Figure S4A*–*A’’’*), but this expression was significantly reduced in cKO embryos especially in the SHF and OFT (see Supplementary material online, *Figure S4B*–*B*’’’, Supplementary material online, *Table S1*). *Hand1* expression was also reduced in cKO embryos, mainly in the OFT (see Supplementary material online, *Figure S4C*–*D*’’, Supplementary material online, *Table S1*).

While we did not detect a CHD7 binding site at *Mef2c* this is an important part of the SHF cardiogenic GRN, and a *Mef2c* enhancer-derived CRE transgene is commonly used as mechanism for targeting this lineage.^44^ 

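Mef2c lies on chromosome 13 of GRCm38 from 83504034 to 83667080, on the plus strand. Its regulatory domain spanned 1713266 bp and held no CHD7 peak, whereas randomly placed peaks fell in it 2.61 times on average. The nearest peak of the chromosome, peak2844, lay 1159870 bp downstream of the TSS, outside the 1 Mb limit of the association rule. With no read counts in the list, binding below the authors' calling threshold could not be examined.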

HCR revealed reduced *Mef2c* expression throughout the SHF of cKO embryos (*Figure 3E*–*F’’’*; Supplementary material online, *Figure S3C*–*D*’’’, Supplementary material online, *Table S1*).

We then examined genes highly expressed in venous pole progenitor cells of the posterior SHF (pSHF) and upregulated in the ‘SHF’ of cKO embryos, based on the RNA-seq data. *Tbx5* is expressed in the pSHF, FHF-derived left ventricle and atria, as shown in control embryos viewed from the left side. In cKO embryos, *Tbx5* expression in the heart tube was not affected (consistent with RNA-seq data), but increased expression was observed in the posterior SHF region (*Figure 4A*–*B*’; Supplementary material online, *Figure S3G*–*H*’, Supplementary material online, *Table S1*). Whole mount HCR staining for additional genes in the pSHF—*Osr1* (*Figure 4C*–*D’*), *Foxf1* (*Figure 4E*–*F’*) and *Wnt4* (*Figure 4G*–*H’*)—showed increased gene expression levels in cKO embryos, confirming the RNA-seq data (quantification in Supplementary material online, *Table S1*).

**Figure 4:**
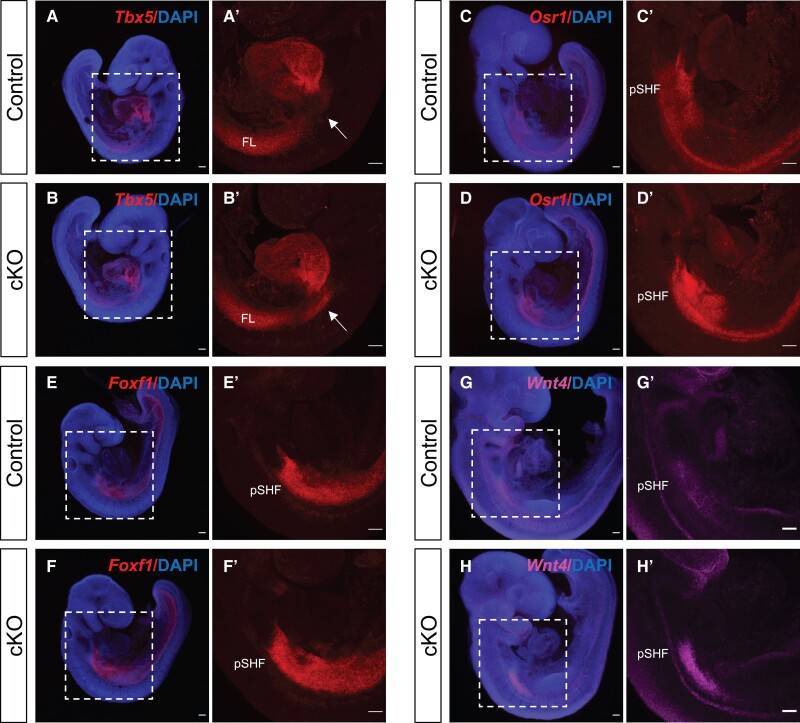
Genes expressed in the venous pole progenitor cells (pSHF) are upregulated in *Chd7* cKO embryos. Maximum intensity projections of whole mount *in situ* HCR of control and *Chd7* cKO embryos for *Tbx5* (*A–B’*), *Osr1* (*C–D’*), *Foxf1* (*E–F’*) and *Wnt4* (*G–H’*). Boxed regions in (*A*), (*B*), (*C*), (*D*), (*E*), (*F*), (*G*), (*H*) are shown in the neighbouring panel. Arrows in (*A’*) and (*B*’) indicate the expanded expression of *Tbx5* in the cKO embryos. *n* = 4. Scale bars, 100 μm. FL, forelimb; pSHF, posterior second heart field.

Together these data reveal altered patterns of gene expression in the SHF such that genes expressed in arterial pole progenitor cells are downregulated and genes expressed in venous pole progenitor cells upregulated, consistent with our RNA-seq results. Other genes associated with SHF and branchial arch mesoderm were unaffected making a general cell loss unlikely. It is also important to note that these changes were subdomain specific, and not pan the *Mesp1* lineage, further supported by expression quantification of structures with no significant change (internal control tissues in Supplementary material online, *Table S1*). *Tbx1* is a SHF marker with important roles during CPM development.^14^*Tbx1* expression was not changed in cKO embryos based on RNA-seq data, and this was consistent with microarray analysis performed in *Chd7* cKO heart samples at E11.5 and E13.5.^13^ To rule out changes in domain of expression, we performed whole mount HCR to examine the spatial distribution and expression level changes of *Tbx1*; these were similar in control and cKO embryos. In particular, there was no significant difference in the expression levels of *Tbx1* + ve cells in the branchial arches and OFT or within SHF cells in the lateral and medial DPW (see Supplementary material online, *Figure S5A*–*B*’, Supplementary material online, *Table S1*). *Tbx1* is also expressed in a population of cells within the CPM recently described as MLP.^32^ At E9.5, MLP cells are localized in the lateral part of the caudal pharyngeal mesoderm, adjacent to the forming fourth arch, and these cells express *Tbx1, Aplnr* (Apelin receptor) and *Nrg1* (neuregulin),^32^ amongst other markers, none of which were altered in ‘SHF’ cKOs. Quantification of relative fluorescence intensity of *Tbx1* + ve MLP cells in control and cKO embryos showed no significant difference (see Supplementary material online, *Figure S5A*–*B*’, yellow arrow for MLPs, Supplementary material online, *Table S1*). We also stained for *Aplnr,* again finding similar expression levels in control and cKO embryos (see Supplementary material online, *Figure S5C*–*D*’, yellow arrow for MLPs, Supplementary material online, *Table S1*).

Although *Tbx1* expression appeared normal by HCR, given that a transcriptional boundary between *Tbx1*-positive progenitors at the arterial pole and *Tbx5*-positive cells at the venous pole is required for correct AV septation^45^ we examined TBX1 and TBX5 expression by immunofluorescence of sections containing the DPW. *Chd7* cKO embryos showed normal boundary formation (5/6); one embryo displayed some TBX5 positive cells in the anterior domain of the SHF. We concluded that altered TBX1:TBX5 boundary formation was not a major contributor to the AV septation defects in CHD7 cKOs (see Supplementary material online, *Figure S6*).

Together these data validate specific changes in gene expression following loss of CHD7 and highlight the role of CHD7 in patterning gene expression in the SHF.

### 3.4 CHD7 binds enhancers and co-localizes with ISL1-bound regulatory elements

#### 3.4.1 CHD7 binds cardiac enhancers

Most CHD7 binding sites (63%) are located >10 kb from TSSs, with 26% > 50 kb (*Figure 2C*). To further characterize CHD7 genomic occupancy we compared our CHD7 CUT&RUN peaks with stage-specific enhancers identified in an *in vitro* model of CM differentiation.^37^ Wamstad *et al*. classified the candidate enhancers as ‘active’ (H3K27ac+, H3K4me1+/−), ‘poised’ (H3K4me1 + only) or ‘absent’ (neither mark) at each stage (ESC, MES, CP, and CM). We found significant overlaps between our CHD7 peaks and enhancers in all categories, supported by large odds ratio (OR) and low *P*-values by Fisher's test (*Figure 5A*). The OR was particularly high for enhancer elements that are active in MES and CP, indicating the important role of CHD7 in the MES > CP transition. To further investigate, we clustered enhancers according to their states, based on marks described above, during the MES to CP transition for comparison with CHD7 peaks. We found significant overlap with all enhancer clusters, with the highest OR in the clusters that transition from ‘poised to active’ or remain ‘active’ during the MES to CP transition (*Figure 5B*).

**Figure 5:**
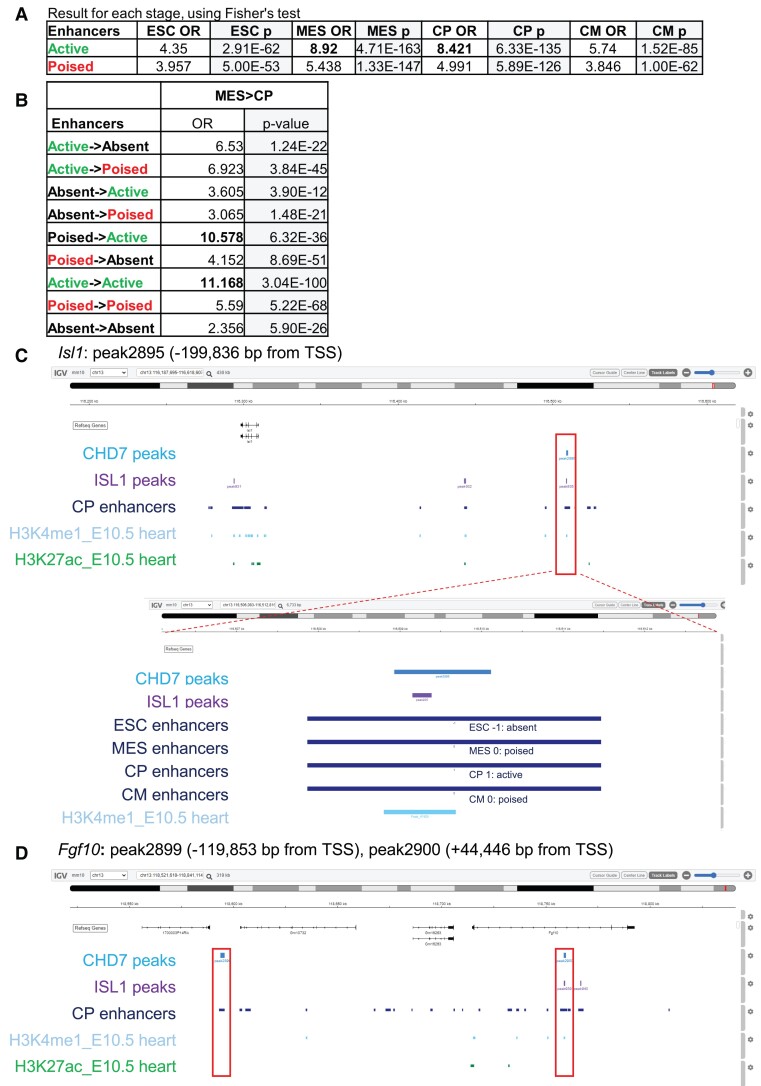
CHD7 binds cardiac enhancers in CP cells. (*A*) Overlaps between CHD7 CUT&RUN peaks and active and poised cardiac enhancers. Odds ratio (OR) and *P*-value by Fisher’s test from each stage is presented, with the overlap defined by BEDTools.^46^ (*B*) Overlap of CHD7 peaks with enhancers during MES to CP transition, based on their activity. OR and *P*-value by Fisher’s test is presented. Genome browser snapshots at *Isl1* (*C*) and *Fgf10* (*D*) loci. Snapshots include tracks from CHD7 peaks (mid blue), ISL1 peaks (purple), CP enhancers from Wamstad *et al.* (dark blue), H3K4me1 from E10.5 hearts (light blue) and H3K27ac from E10.5 hearts (green). In (*C*), CP enhancers are expanded and their activity at each stage is indicated as absent (−1), poised (0) or active (1). Details on the tracks used can be found in the methods section.

We then examined specific CP genes dysregulated in *Chd7* cKOs (based on RNA-seq and HCR validation) that have CHD7 binding sites (see Supplementary material online, *Table S2*). *Isl1* is one example. 

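The CHD7 peak associated with Isl1 lies on chromosome 13 of GRCm38 from 116508933 to 116510118, is 1186 bp wide and has a GC content of 45.2%. Isl1 is on the minus strand of the same chromosome, from 116298281 to 116309689. The midpoint of the peak was at -199837 bp from its TSS, a negative distance being upstream, in intergenic sequence, and no TSS of another protein-coding gene was closer. It was the only peak in the 1714706 bp domain of Isl1, which received 2.6 randomly placed peaks on average, and the rule associated it with Parp8 as well. The sequence of the peak holds 4 matches to the GATA consensus AGATAA, such as GAGGTGACTCAGATAAGATATGAGGG from 116509308 to 116509313, printed with 10 bp to either side. It holds 1 match to the caudal consensus CATAAA and none to the ISL1 consensus CTAATKG or the MEF2 consensus YTAWWWWTAR.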

*Isl1* expression is reduced in cKO embryos, mainly in cells migrating through the branchial arches (*Figure 3C*–*D’’’*) and has a CHD7 binding site ∼200 kb upstream of the TSS (peak2895, −199 836 bp from TSS). This site overlaps a putative CP enhancer from Wamstad^37^ also marked by H3K4me1 in E10.5 mouse embryonic heart (Bing Ren, ENCODE project)^47^ (*Figure 5C*), supporting its role as a cardiac enhancer. Detailed analysis of the Wamstad data during CM differentiation indicates that this element was not active in ESC, became poised in MES and active in CP, suggesting that activation of this regulatory element is important for the transition from MES to CP (MES > CP). This peak also had an ISL1 binding site in CP cells (see section 4.3 below). Examination of other cardiac genes with reduced expression in *Chd7* cKO (*Hand1* and *Hand2*) revealed a similar pattern, where CHD7 binding overlaps with Wamstad candidate enhancers and ENCODE histone marks in E10.5 heart samples (see Supplementary material online, *Figure S7A*–*B*), suggesting these CHD7-bound elements drive cardiac expression of these TFs.

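The peak associated with Hand1, peak2345, lies on chromosome 11 of GRCm38 from 57929033 to 57930367, in intergenic sequence with a GC content of 53.6%. Its midpoint was upstream of the gene, at -97553 bp from the TSS. A TSS of another gene was closer, at 79364 bp, and the peak was also associated with Larp1. Hand2 had a pair of peaks on chromosome 8 of GRCm38, peak1687 from 56923315 to 56925216 and peak1688 from 56932512 to 56933866. They were at -396717 and -387794 bp from the TSS, both intergenic, and were also associated with Fbxo8. The nearest protein-coding TSSs, at 336346 and 345269 bp, were not those of Hand2. Randomly placed peaks fell in the domain of Hand1 0.494 times on average and in that of Hand2 1.38 times. The GATA consensus matched 5 times in peak1687, 1 time in peak2345 and not in peak1688. The enhancer and histone mark datasets were not analysed here.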

We also interrogated genes upregulated in *Chd7* cKOs (see Supplementary material online, *Table S2*). 

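Of the 2 CHD7 peaks associated with Tbx5, which is on chromosome 5 of GRCm38, peak1102 spans 119706035 to 119707000 and peak1103 spans 119847535 to 119848428. The first is intergenic and lay at -128145 bp from the TSS used for the regulatory domain. A TSS of another gene was 26269 bp from it, and it was also associated with Tbx3. The second is in intron 6 of Tbx5, 13319 bp downstream of the TSS, and was also associated with Rbm19. Measured from the nearest TSS of any transcript of Tbx5, the distances were -126150 and 11827 bp. Neither peak held a match to the GATA consensus, and the domain of 439796 bp received 0.653 randomly placed peaks on average.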

*Tbx5* is increased in *Chd7* cKO (*Figure 4A*–*B’*) and has two CHD7 binding sites: one upstream (peak1102, −128 146 bp from TSS which overlaps with Wamstad enhancer and ENCODE histone marks), and one intronic (peak1103, +13 318 bp from TSS, no overlap with enhancer marks, Supplementary material online, *Figure S7C*).

*Foxf1* is expressed in the pSHF and its expression is upregulated in *Chd7* cKO embryos (*Figure 4E*–*F*’). 

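A single CHD7 peak fell in the 369960 bp regulatory domain of Foxf1, on chromosome 8 of GRCm38 from 120985400 to 120986182. The peak is 783 bp wide, has a GC content of 52.6% and lies in intron 1 of the predicted protein-coding gene Gm20388. Its midpoint was at -98595 bp from the TSS of Foxf1, which was the nearest protein-coding TSS. Irf8 was associated with the same peak. Another peak, peak1796, was closer to the TSS of Foxf1, at 36723 bp downstream, but lay outside the domain, which ended at 121107317, and was not associated with Foxf1 by the rule. Randomly placed peaks fell in the domain 0.565 times on average.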

*Foxf1* has a CHD7 binding site ∼100 kb upstream of the TSS (peak1795, −98 595 bp from TSS), and this site falls within a Wamstad cardiac enhancer, and is also enriched for H3K4me1, H3K27ac and K27me3 (see Supplementary material online, *Figure S8A*). *Osr1* and *Wnt4* were also upregulated in *Chd7* cKO (*Figure 4C*–*D’*, *G*–*H’*) and have CHD7 binding sites, with overlap for cardiac enhancers and ENCODE marks (*Wnt4*Supplementary material online, *Figure S8B*).

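Wnt4, on chromosome 4 of GRCm38, had 1 peak, peak926, from 137142249 to 137144236. It is 1988 bp wide, intergenic, with a GC content of 54.0%, and lay at -134246 bp from the TSS. A TSS of another gene was closer, at 94442 bp, and the peak was also associated with Zbtb40. Osr1, on chromosome 12, had 3 peaks in its domain of 1333976 bp, which received 2.08 randomly placed peaks on average. Peak2557, from 9253235 to 9253919, was intergenic at -320864 bp from the TSS, with a TSS of another gene closer, at 223549 bp. Peak2558, from 9393973 to 9394456, lay at -180226 bp in an intron of the lincRNA Gm46323. Peak2559, from 10197668 to 10198282, lay 623534 bp downstream in an intron of the lincRNA Gm48791, with a TSS of another gene at 171998 bp. Supplementary material online, Table S2 gives the first pair. Over the genes of that table, each of the 12 gene and peak pairs was found here, with a distance within 1 bp of the paper's.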

In summary, these data indicate that both up- and down- regulated genes may be targeted by CHD7, which acts primarily at cardiac enhancers dynamically regulated during cardiac morphogenesis.

Next, we decided to mine other published datasets for additional evidence of CHD7 interacting transcriptional regulators, especially in CP cells. We took three approaches: we looked for TF motifs enriched at the CHD7 binding sites (for TFs without published ChIP-seq data in CP cells), we unbiasedly searched for TFs exhibiting binding patterns significantly overlap with CHD7 (where ChIP-seq data from CP and other cardiac related cells were available), and we investigated TFs binding at the promoters of CHD7-bound genes (to account for co-regulation and looping without direct co-binding).

#### 3.4.2 Motif enrichment analysis of CHD7 binding sites

As CHD7 is not a DNA sequence specific binding factor, we used HOMER^48^ and RSAT^49,50^ to identify TF binding motifs enriched in the Chd7 CUT&RUN peaks in order to study what TFs CHD7 may cooperate with in regulating SHF development.

RSAT analysis of all CHD7 CUT&RUN peaks showed enrichment for motifs recognized by GATA and MEF2 TF families (see Supplementary material online, *Figure S9A*), further supporting a role in regulating cardiac genes, as well as SP1/KLF zinc finger motifs. 

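Motifs were searched as consensus sequences on both strands in the 200 bp around each of the 3761 midpoints and in 18805 random windows, 5 per peak, of the same chromosome and with a GC content within 2 percentage points. The matrices of RSAT and HOMER were not used here, and sites that depart from the consensus are missed. GATA (AGATAA) matched in 11.8% of the peaks (95% CI 10.8 to 12.9) and 8.99% of the random windows, an odds ratio of 1.35 (2-sided Fisher's exact test, adjusted P = 6.9e-07, Benjamini-Hochberg over 8 motifs). Sp1 (CCCGCCC) matched in 5.24% (95% CI 4.57 to 6.00) and 3.02%, an odds ratio of 1.78 (Fisher's exact test, adjusted P = 6e-10). For MEF2 (YTAWWWWTAR) the shares were 1.89% (95% CI 1.5 to 2.37) and 1.98%, a difference within the counting error (odds ratio 0.953, Fisher's exact test, adjusted P = 0.748). The Klf4 consensus (CCACACCC) did not differ either, with 2.21% against 1.97% (adjusted P = 0.482 from the same exact test). The choice of background moved the results of Sp1, GATA and MEF2 most. Against windows 5 kb to either side of the same peaks, which were not matched in GC content, the odds ratio was 3.13 for Sp1, 1.15 for GATA (adjusted P = 0.0634) and 0.571 for MEF2 (adjusted P = 5.55e-05, Fisher's exact tests). Among the 2556 peaks over 5 kb from a TSS, the odds ratio was 1.44 for GATA and 1.30 for Sp1, the latter without significance (Fisher's exact test, adjusted P = 0.365).

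**Figure D2:**
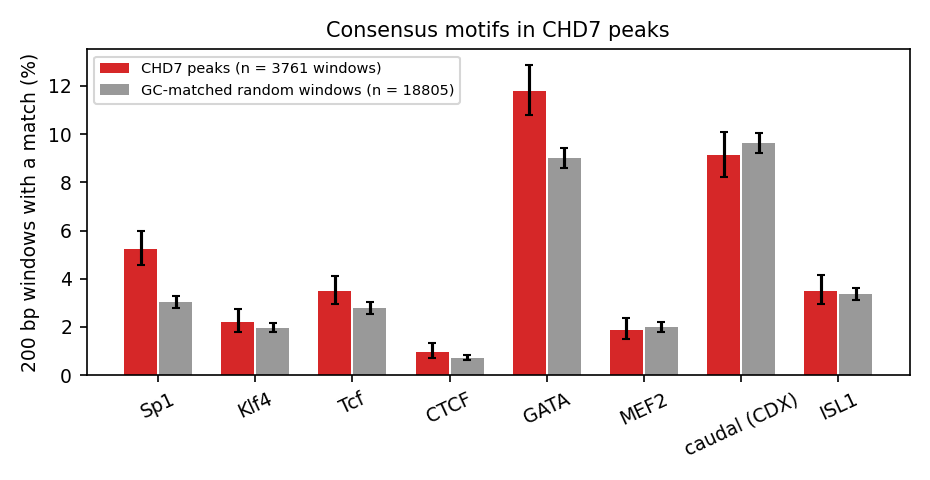
Share of 200 bp windows with at least 1 match to each consensus motif (%, y axis) in 3761 CHD7 peaks (red) and 18805 GC-matched random windows (grey), with Wilson 95% confidence intervals. The intervals of peaks and random windows lie apart for GATA (11.8% and 8.99%) and Sp1 (5.24% and 3.02%) and overlap for MEF2 (1.89% and 1.98%).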

HOMER analysis of the same peaks discovered 54 significantly enriched motifs (*P*-value <1e-2, *Figure 6A* top hits). CHD7 binding sites were enriched for SP11, KLF4 and GATA motifs, consistent with RSAT motifs. Moreover, HOMER showed additional enrichment of CTCF and CTCFL (BORIS) zinc finger motifs. 

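The CTCF consensus (GCCMYCTNSTGG) occurred in 36 of the 3761 windows (0.957%, 95% CI 0.692 to 1.32) and in 0.718% of the GC-matched windows, a difference that was not significant (odds ratio 1.34, Fisher's exact test, adjusted P = 0.246). Over the whole length of the peaks, which gives more sequence, 158 peaks (4.20%) held a match against 3.04% of GC-matched windows of the same widths (odds ratio 1.40, Fisher's exact test, adjusted P = 0.000795). Against the flanking windows the odds ratio was 0.862 (Fisher's exact test, adjusted P = 0.66).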

Analysis of the CHD7 peaks associated with DEGs in ‘SHF’ (*Figure 6B*) or ‘HEART’ (*Figure 6C*) also showed significant over-representation of GATA motifs. ‘SHF’-related motifs also revealed various homeodomain TF motifs, predominantly the ‘Caudal (homeobox) motif’ as the top hit, including CDX4, CDX2, HOXD11, HOXA11 and HOXA13 TFs (based on Homer motif data).

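Of the CHD7 peaks, 145 were associated with ‘SHF’ DEGs and 493 with ‘HEART’ DEGs. GATA matched in 16.6% of the ‘SHF’ DEG peaks (95% CI 11.4 to 23.4) and in 9.93% of their GC-matched windows, an odds ratio of 1.80 that did not pass the adjustment over 8 motifs (Fisher's exact test, P = 0.0284, adjusted P = 0.227). It did pass over whole peaks (odds ratio 1.88, adjusted P = 0.00636) and against flanking windows (odds ratio 3.18, adjusted P = 0.00581, Fisher's exact tests), but not against all other CHD7 peaks (odds ratio 1.51, adjusted P = 0.345). In the ‘HEART’ DEG peaks GATA matched in 14.4% (95% CI 11.6 to 17.8) against 9.33%, an odds ratio of 1.64 (Fisher's exact test, adjusted P = 0.00848). It stayed significant over whole peaks (odds ratio 1.34, Fisher's exact test, adjusted P = 0.0305). The odds ratio of the ‘HEART’ DEG peaks was 1.53 against flanking windows (adjusted P = 0.103) and 1.31 against all other CHD7 peaks (adjusted P = 0.244, Fisher's exact tests). The caudal consensus (CATAAA) occurred in 10.3% of the ‘SHF’ DEG peaks (95% CI 6.37 to 16.4) and 11.6% of their random windows (odds ratio 0.881, Fisher's exact test, adjusted P = 0.886), and in 9.33% of the ‘HEART’ DEG peaks against 9.45%. With 145 peaks, a difference of a few percentage points in the ‘SHF’ set lies within the confidence interval and was not detectable.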

**Figure 6:**
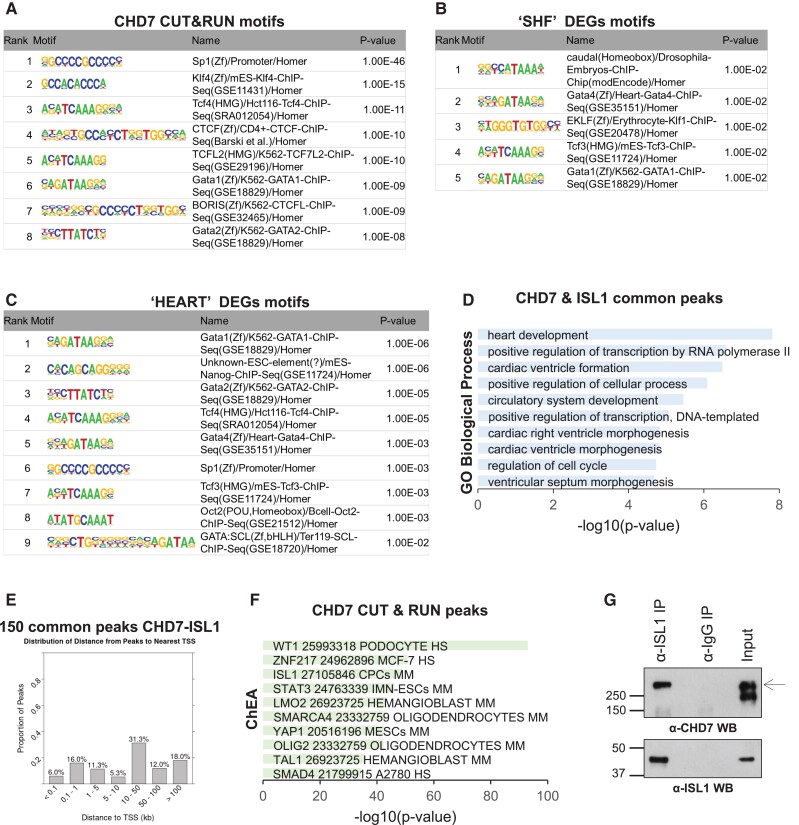
CHD7 binding sites co-localize with a subset of ISL1-bound sites and are enriched for cardiac TFs. (*A–C*) TF motifs enriched in all CHD7 peaks (*A*) and in CHD7 peaks associated with ‘SHF’ DEGs (*B*) or ‘HEART’ DEGs (*C*), as discovered by HOMER. (*D*) GO:biological processes enriched in CHD7-ISL1 common peaks, ranked by *P*-values from the Fisher exact test, by Enrichr. (*E*) Distribution of distances from CHD7-ISL1 common peaks to the nearest TSS. (*F*) Top ten transcription factors bound at the promoters of genes associated with CHD7 peaks, based on the ChEA function of Enrichr (*P*-value from Fisher exact test). HS, human; MM, mouse. (*G*) Co-immunoprecipitation with ISL1 antibody and western blot analysis for CHD7 (top) or ISL1 (bottom) in day 5 CP cells. 10% of each IP and 2.5% of input was run on 10% SDS-PAGE gel; arrow indicates CHD7 band at ∼340kD.

#### 3.4.3 Sites of CHD7 binding co-localize with a subset of those of the LIM/homeodomain TF ISL1

As an unbiased approach, we used the BARTweb^51^ to search through thousands of public ChIP-seq datasets for transcription regulators with genomic binding patterns significantly similar to our CHD7 peaks. The analysis identified ISL1 (*P* = 2.2e-14, Wilcoxon rank test) among the top five regulators (the other four are chromatin factors, e.g. SMARCA4). Interestingly the similarity to published CHD7 data from non-cardiac tissues was not statistically significant (*P* = 0.17), indicating tissue specificity of CHD7 co-binding. The ISL1 ChIP-seq data were from CP cells (dataset GSE79701^52^), and we found 150 common peaks between CHD7 and ISL1 datasets. GO analysis of genes associated with these co-binding peaks showed enrichment for heart development, cardiac ventricle formation and RV morphogenesis (*Figure 6D*). We examined the distribution of CHD7-ISL1 peaks (using ChIP-Enrich) and found 33.3% within promoters (<5 kb from TSS) and 61.3% in distal elements (over 10 kb from TSS) (*Figure 6E*). Specific examples of sites occupied by both CHD7 and ISL1 include *Isl1* itself (*Figure 5C*), *Fgf10* (*Figure 5D*), *Hand1* (see Supplementary material online, *Figure S7A*), *Hand2* (see Supplementary material online, *Figure S7B*) and *Tbx5* (see Supplementary material online, *Figure S7C*).

The ISL1 connection was also supported by two additional results. The first is from RNA-seq data from ISL1 mutants.^53^ The ‘RNAseq Automatic GEO Signatures Mouse Down’ function of Enrichr showed that there was significant overlap between the ‘SHF’ down DEGs and down DEGs from (FACS sorted *Nkx2–5–GFP+*) CPCs derived by (*in vitro)* differentiation of *Isl1^−/−^* mESCs vs. control (dataset GSE80383, Supplementary material online, *Figure S9B*). Similarly, there was significant overlap of *Isl1^−/−^* CPC down DEGs and ‘HEART’ down DEGs (see Supplementary material online, *Figure S9B*). The second is from additional analysis of genes associated with CHD7 CUT&RUN peaks. Using The ChEA function within Enrichr, containing results of ChIP-seq studies, we searched for TFs bound to the promoter of genes associated with a CHD7 binding site. Third listed in terms of probability value was again the CP cell ISL1 ChIP-Seq (dataset GSE79701,^52^*Figure 6F*, enrichment *P*-value = 1.394e-49). ISL1 has been shown to bind at promoters as well as enhancers/distal elements in CP cells.^52,53^ In addition, ChEA analysis uncovered possible cooperation with WT1 (expressed in the sinus horns,^54^ 20–25% of the embryonic CMs,^55^ and important for epicardial development^56^ and EMT within mesoderm^57^).

To study whether CHD7 and ISL1 physically interact, we performed co-immunoprecipitation experiments in CP cells (day 5 during *in vitro* CM, same stage as the CHD7 CUT&RUN experiment). Immunoprecipitation with anti-ISL1 antibody followed by western blot with anti-CHD7 confirms CHD7-ISL1 protein interaction (*Figure 6G*).

Focusing on the subset of genes with CHD7 binding sites and differentially expressed in ‘SHF’ (see Supplementary material online, *Figure S9C*), and similarly for the ‘HEART’ dissection (see Supplementary material online, *Figure S9D*), we found that promoters at these genes were significantly enriched for proteins of the polycomb group complex (PcG). Unsurprisingly, ISL1 was also enriched at these promoters (‘SHF’: *P*-value = 1.24e-8, adj. *P*-value = 3.26e-7, Supplementary material online, *Figure S9C* and ‘HEART’: hit *P*-value = 1.669e-16, adj. *P*-value = 1.519e-14, Supplementary material online, *Figure S9D*).

Finally, one well studied enhancer provides an informative example. *Fgf10*, which is downregulated in *Chd7* cKO embryos (*Figure 3A*–*B*’*’’*), is associated with two CHD7 CUT&RUN peaks: one upstream (peak2899, −119 853 bp from TSS) and one intronic (peak2900, +44 446 bp from TSS). Both the upstream and intronic peaks coincide with cardiac enhancer elements^37^ and E10.5 heart H3K4me1 marks (*Figure 5D*). 

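Fgf10 is on the plus strand of chromosome 13 of GRCm38, from 118669791 to 118792115. Its transcripts start at more than 1 place, and the one used for the regulatory domain starts at 118714699. Peak2899 spans 118593837 to 118595855, is 2019 bp wide and is intergenic. Its midpoint was at -119853 bp from that TSS and at -74945 bp from the nearest TSS of any Fgf10 transcript. Peak2900 spans 118758599 to 118759691, is 1093 bp wide and lies in intron 1 of Fgf10, 44446 bp downstream of the TSS. A further peak in the domain, peak2901, spans 119301063 to 119301805, is intergenic and lay 586735 bp downstream. A TSS of another gene was 107518 bp from it, and it was also associated with Nnt. It is listed for Fgf10 in the copy of Supplementary material online, Data S3 used here. The domain of 1015745 bp received 1.57 randomly placed peaks on average, and 20.7% of the placements put 3 or more in it. The paper's log2 fold change of Fgf10 is -0.53 in ‘SHF’ and -1.40 in ‘HEART’.

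**Figure D3:**
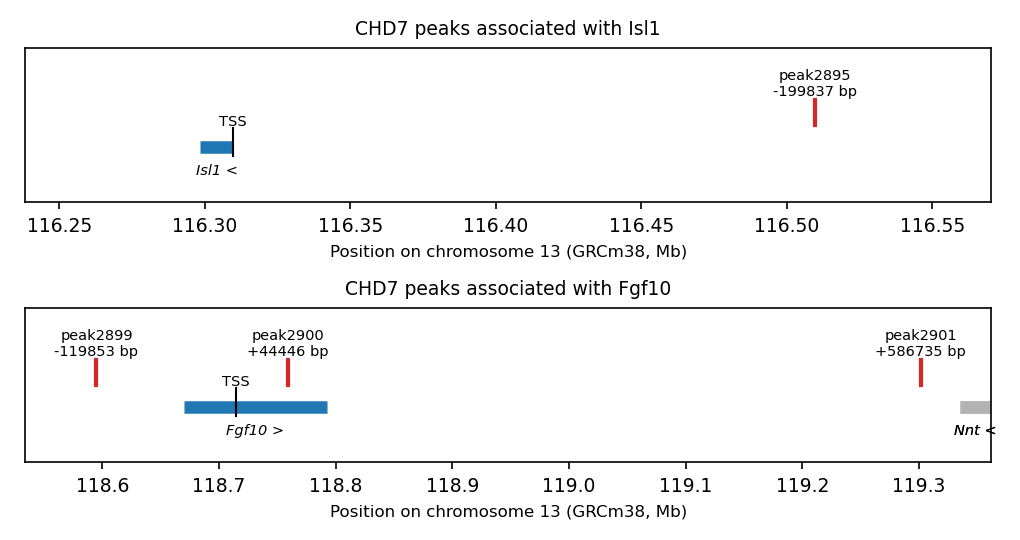
Maps of Isl1 (top) and Fgf10 (bottom) on chromosome 13 of GRCm38 (x axis, position in Mb), with Isl1 and Fgf10 as blue bars and a neighbouring gene as a grey bar, the strand shown as > (plus) or < (minus), the TSS used for the regulatory domain as a black line and the midpoints of associated CHD7 peaks as red lines labelled with the peak and its distance from the TSS. Isl1 has 1 peak, at -199837 bp, and Fgf10 has 3, of which peak2900 lies inside the gene.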

Interestingly, the intronic peak ‘peak2900’ is located within a characterized *Fgf10* enhancer, a 1.7 kb regulatory element important for the regulation of *Fgf10* expression in SHF vs. differentiated CMs and left ventricle.^58^ 

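The sequence of the intronic Fgf10 peak, peak2900, was searched for short core motifs, of which those for NKX2-5 (YAAGTG) and T-box factors (AGGTGT) were chosen after the peak list had been seen. It held 3 matches to the NKX2-5 core, on chromosome 13 of GRCm38 at 118759179 to 118759184, at 118759423 to 118759428 and at 118759517 to 118759522. The first, 37 bp from the midpoint, reads AAAGGATCTTCAAGTGGAGAAAGCTA with 10 bp to either side. The T-box core and the ISL1 consensus CTAATKG had no exact match in the peak. The GATA consensus matched 4 times, the closest 8 bp from the midpoint in GAAACCTGTGAGATAAGGAGACCCCA, and the MEF2 consensus 1 time, as TTAAAATTAA at 118759649 to 118759658. Such a search misses sites that depart from the consensus, and the number of matches that chance gives in a sequence of this length was not computed.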

Notably, the intronic peak also contains TBX1 and NKX2.5 binding sites as well as for ISL1. Moreover, the upstream peak ‘peak2899’ is conserved in mammals and maps to the location of the *Fgf10* ‘enhancer trap’ cassette *Mlc1v-nLacZ-24* that originally led to the identification of the SHF as a source of CPs for the RV and the OFT myocardium.^38^

Thus, collectively our analysis implicates CHD7 in the transcriptional control of ISL1-regulated cardiogenic TFs, and the complex switch of *Fgf10* expression during heart development.

## 4. Discussion

Given the varied and severe heart malformations seen in the *Mesp1-Cre; Chd7* cKO embryos we set out to identify genes whose dysregulation are likely to contribute to these phenotypes. We paid particular attention to genes whose loci were bound by CHD7 as these would more likely be direct targets. Examination of existing datasets, TF binding motif analysis and gene ontology were employed to assess the most important TF interactions and pathways involved.

Although our E9.5 ‘SHF’ bulk RNA-seq contained cells outside the *Mesp1* lineage e.g. pharyngeal epithelia, the dissection to remove the first pharyngeal arch and neural tube overlying the caudal arches should enrich for CPM while not introducing noise from exposure to FACS purification. This dissection includes the DPW from which SHF cells migrate to the arterial poles, and a progenitor cell pool recently described and characterized by expression of *Aplnr* and *Tbx1.*^32^ The ‘HEART’ dissection would contain cells from both heart fields, but at a more advanced stage of differentiation, including early CMs, thus likely capturing longer term and late effects. A significant number of genes were concordantly differentially expressed across both data sets. Included in these were *Sema3a* and *Sema3c* (HCR staining with quantification in Supplementary material online, *Figure S10*), both genes reported to have decreased expression in later stage *Mesp1* cKOs,^13^*Chd7* heterozygous whole embryos,^59^ and, for *Sema3a* only, a Xenopus model of CHARGE syndrome.^60^ Notably, the Semaphorin3 receptor *PlexinA2* is a BRG1:CHD7 target in NCCs.^19^ CHD7 has similar phenotypes in the NCC and mesoderm conditional mutants, in particular both have 4th PAA and OFT septation defects; mesodermal mutants have more severe AVSDs. It is known that the SHF and NCC ingressing into the OFT reciprocally interact.^61^ One possible mechanism is via Semaphorin signalling. For example, NCC derived-Sema3c is required for EMT during OFT septation,^13^ and the Sema3 receptor PLXNA2 is similarly required in the cardiac NCC.^62^

We compared the E9.5 data with E11.5 and E13.5 transcriptomic data from *Mesp1* cKOs that we published previously. Of interest, the failure of CM differentiation culminating in abnormal coupling of calcium signalling to pacing^13^ was foreshadowed by the decreased expression of early CM markers shown most evidently in Supplementary material online, *Figure S1C*. Some genes were concordantly differentially expressed in both E9.5 dissections and whole hearts at E11.5 (*Figure 1I*). The reduction of markers associated with CM function was particularly striking.

To confirm RNA-seq results and to examine overall vs. region-specific changes in gene expression we selected candidate DEGs for validation on the basis of CHD7 binding sites at the genomic locus (discussed below) or because they mark specific cell populations in the case of *Mef2c*, and the control (expression unchanged) genes *Tbx1* and *Aplnr*. The expression levels of SHF arterial pole progenitor cell markers *Fgf10*, *Mef2c*, and *Hand2* were reduced in cells in the medial and lateral DPW as well as the PAs, while *Isl1* expression was only reduced in the cells migrating through the PAs and not cells in the DPW. Of the pSHF genes *Wnt4* was increased across its SHF domain, whereas the picture for *Tbx5* was more complicated. Medial expression in the DPW, where it establishes a boundary with *Tbx1* in concert with retinoic acid signalling, did not appear affected. However, the *Tbx5* expression domain was expanded caudally on the lateral side of DPW. Unaltered expression of the SHF MLP pool marker *Aplnr*^32^ and *Tbx1,* which is expressed across the anterior and posterior SHF,^58,63^ indicate diminished expression of the aSHF genes listed above rather than loss of cells in which the genes are expressed.

In *Mesp1Cre* cKO mutants we see malformations of the OFT and interrupted aortic arch, which will likely be due to cell autonomous alterations of gene expression in the SHF (e.g. several of the differentially regulated TFs, especially *Isl1*, *Mef2c* and *Hand2*) and/or noncell autonomous effects on cardiac NCCs (e.g. via semaphorins, FGF10). Disturbance of relative levels of expression of anterior vs. posterior SHF genes could affect both cardiac outflow and inflow patterning. The AVSDs seen in *Mesp1* cKOs may be secondary to anomalous SHF or FHF contributions, or both. SHF derivatives are found in the dorsal mesenchymal projection (DMP), a structure vital for atrial and atrioventricular septation. A boundary between TBX1-positive arterial pole and TBX5-positive venous pole progenitors is vital for the DMP contribution^45^ but is established normally in *Chd7* cKOs. Several genes specifically involved in AV canal morphogenesis showed altered expression e.g. *Wnt4* (HCR confirmed, with CHD7 binding sites). *Wnt2*, which also displayed increased expression in the ‘SHF’ sample, is expressed specifically in the developing inflow tract mesoderm and required for its remodelling, although we could not obtain good quality HCR data for this gene. GO analysis revealed WNT pathway as an enriched term for genes associated with CHD7 CUT&RUN peaks (see Supplementary material online, *Figure S2C*), and also for the intersect of genes with CHD7 peaks and differentially expressed in ‘SHF’ (see Supplementary material online, *Figure S2D*). *Sema6D*, which had reduced expression in both ‘SHF’ and ‘HEART’ dissections, is required for atrioventricular septation, compact-layer expansion and trabeculation.^64,65^*Tbx2*, with reduced expression in mutant hearts, is similarly required for AVS formation.^66^ TBX5 target genes *Osr1,*^67^*Fendrr* and *Foxf1* are each upregulated. The TSS for the non-coding RNA *Fendrr* is approximately 1.3kbp upstream of *Foxf1.*^68^ Thus either or both genes might be coregulated by CHD7 binding to the site in Supplementary material online, *Figure S6A*. 

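In the annotation of GRCm38, Fendrr lies on the minus strand of chromosome 8, from 121054882 to 121083110, and its TSS is 1276 bp from that of Foxf1, which is on the plus strand. The midpoint of peak1795 was 97319 bp from the TSS of Fendrr. As a noncoding gene, Fendrr had no regulatory domain of its own here.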

*Osr1* and *Foxf1* are both involved in remodelling the AV canal via a hedgehog cascade,^68^ and *Fendrr* is itself vital for normal heart development.^69^ Myosin heavy chain gene (*Myh*) mutations have also been described in human and murine heart defects (reviewed in^70^). Thus, a substantial number of genes orchestrating atrioventricular septation are dysregulated in *Mesp1* cKOs.

As there is substantial extant data on regulatory elements modulating cardiac mesoderm differentiation, our results were compared to genome wide datasets to establish whether CHD7 mainly acted at known regulatory sites and TFs likely to be involved in co-regulation. There was significant overlap of DEGs and the presence of one or more CHD7 binding sites at that locus. The majority of binding sites were at sites where histone modifications suggested an enhancer element, either in differentiating mESCs,^37^ or in murine E10.5 whole hearts.^71^ In the differentiating mESCs, the most significant overlap of CHD7 was at sites with dynamically changing histone modifications during the mesodermal to CP or CP to CM transitions.

Another significant finding was the overlap with ISL1 binding as determined by ChIP-seq in CP cells.^52^ One of these binding sites was at *Isl1* itself, was conserved in human sequence and showed dynamic histone mark transitions during CP differentiation from mESCs (*Figure 5C*). Others included *Fgf10, Hand1, Hand2, Tbx5,* and *Sema6d*. The effect of loss of *Isl1* in developing cardiac lineages is also similar to loss of *Chd7* in both our ‘SHF’ and ‘HEART’ dissections from the point of DEGs. Interestingly, 25% of CHD7 binding sites were >50 kb from the TSS; it is notable that a study in β-cells of the pancreas, ISL1-enhancer-promoter loops had a median enhancer-promoter distance of 165kb.^72^ ISL1 is a pioneer factor capable of binding compacted chromatin. A recent study described how ISL1 cooperates with a BRG1-BAF60c-based SWI/SNF complex to effect epigenetic regulation of the chromatin landscape of genes in the cardiogenic GRN, including CM structural genes expressed once *Isl1* itself is extinguished.^53^ In this paper, four of eleven cardiac GRN genes shown to be downregulated in *Isl1-Cre^+/−^/Brg1^fl/+^* and *Isl1-Cre^+/−^/Brg1^fl/fl^* dissected E10.5 OFT and RV (SHF derivatives) (*Figure 5I* in ref.^53^) were similarly dysregulated in our E9.5 ‘SHF’ cKO dissections (*Hand2*, *Mef2c*, *Tbx20* and *Ttn*). Thus, these widespread effects mirror what we observe with CHD7 and support a CHD7-ISL1 co-operation, which is further supported by co-immunoprecipitation of the two proteins in CP cells (*Figure 6G*).

There are indications an ISL1-CHD7 relationship exists outwith the cardiovascular system. Hurd *et al.* suggest CHD7 regulates *Fgf10* expression in neuroblasts during inner ear neurogenesis through one or both of inhibition of *Tbx1* and activation of *Isl1/NeuroD/Ngn1.*^73^ In zebrafish, knockdown of CHD7 produces abnormal organization of cranial motor neurons tagged with GFP driven by ISL1 regulatory elements.^74^ Moreover, we performed HOMER motif enrichment analysis of previously published CHD7 ChIP-seq data from cerebellar granule cells^75^ and found significant enrichment for the neuronal ISL1 motif (with *P*-value 0.0001). We examined CHD7 binding sites for specific DNA sequence motifs. The GATA motif was the most over-represented. Notably, it has been shown that CHD7 interacts directly with GATA4 protein in CP cells derived from human iPS cells,^76^ that ISL1 and GATA4 often co-occupy sites with open chromatin,^53^ and ISL1 and GATA4 co-operate in regulation of *Fgf10.*^77^ Also of interest was the over-representation of CTCF and CTCFL (BORIS) binding sites. CTCF/L are 11-Zn finger proteins that bind to insulator elements, interfering with enhancer-promoter interactions thereby repressing or activating transcription at long range, and establishing domains permissive (or not) for transcription. Notably, CHD8 directly interacts with CTCF, and ChIP of CHD8 (the most closely related chromo-domain remodeller) showed it localized to many of the same sites as CTCF in Hep3B cells.^78^ CDX motifs were prominently over-represented; CDX TFs have important roles during early mesoderm development; more specifically CDX2 interacts and colocalizes with BRG1 (catalytic subunit of SWI/SNF) at several cardiogenic loci.^79^

As enhancers are known to loop to promoter sequences in a higher order chromatin structure, we wondered what transcriptional regulators might be over-represented at DEGs bound by CHD7: as CHD7 is likely to be part of multimeric complexes first bound at enhancers its fixation to promoters during our experiments might be weakened leading to underrepresentation. Here too, we found the presence of ISL1, but the most intriguing observation was the presence of many members of the polycomb group of proteins (PcG). Polycomb proteins are generally, but not always, associated with repression of transcription and H3K27me3 modification especially at genes regulating development. While we have not taken the observation further it is worthy of additional study since the fly ortholog of CHD7 (and CHD8), kismet, is known to antagonize PcG-mediated repression during development.^80,81^ In G4 human medulloblastoma cells, CHD7 creates a less accessible chromatin conformation thereby preventing BMI1 repression of DUSP4,^82^ and more recent studies demonstrated the presence of a CHD7-BMI1-MAPK regulatory axis,^83^ so one specific example of PcG-CHD7 interaction already exists.

As an insight into how CHD7 may function at a specific regulatory element the intragenic CHD7 binding site within *Fgf10* is of especial interest, *Fgf10* expression being downregulated in the aSHF of CHD7 cKOs. This element is instructive since it contains binding sites for ISL1, NKX2.5, GATA and TBX1. Enhancer transgenesis showed it activates *Fgf10* expression in the SHF via ISL1 activity, but represses, via NKX2.5, in myocardium.^58^ CHD7 also binds an upstream FGF10 element (*Figure 5D*) and this site is coincident with a nLacZ enhancer trap that was used in the initial description of a ‘second heart field’.^38^ This binding site shows mammalian sequence conservation and has GATA and MEF2a/c motifs. 

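The upstream peak of Fgf10, peak2899, held 2 matches to the GATA consensus AGATAA. The first is on the minus strand, at 118593889 to 118593894 of chromosome 13 (GRCm38), as TACCCACATTTTATCTAGCAATTTTC with 10 bp to either side. The second is on the plus strand at 118595054 to 118595059, as ACTAAAGATTAGATAAGAAAGCAAAC, 211 bp from the midpoint. The MEF2 consensus YTAWWWWTAR had no exact match in the peak. Conservation between mammals was not analysed here.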

As an ATP-dependent nucleosome sliding protein CHD7 binding could modulate transcription in various ways as depicted in the context of ISL1 co-regulation in the model of *Figure 7*.

**Figure 7:**
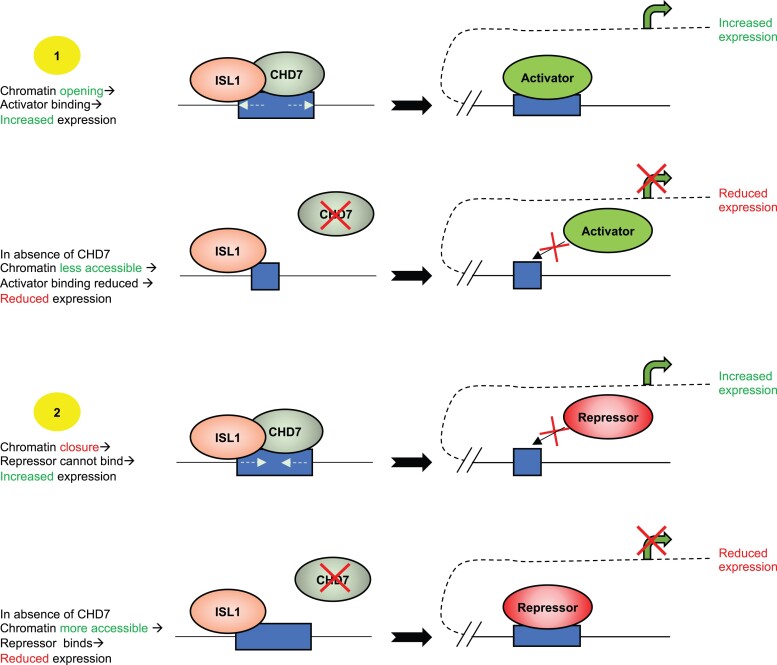
CHD7—proposed modes of action using *Fgf10* enhancer as example. (An extended version of the model presented by Watanabe *et al*.^58^) As mentioned above, while CHD7 may participate in recruitment of histone modifiers and splicing the model focuses on its ATPase dependent nucleosome remodelling activity.^17^ Depending upon additional specific transcriptional regulators, opening of chromatin could be associated with either up or down regulation, and conversely closure could again be associated with increased or decreased target expression. In the context of the regulation of *Fgf10* expression specifically via the intragenic enhancer bound by ISL1 (and TBX1), and its repression via NKX2.5, absence of CHD7 would be predicted to interfere with this balanced control as cells progress from a progenitor to differentiated state.

## 5. Conclusion

Our data reveal that CHD7 fine-tunes the expression of genes in the cardiogenic GRN during cardiac morphogenesis. This includes critical TFs such as *Isl1, Hand1, Hand2, Tbx5, Foxf1, Osr1* as well as signalling proteins such as *Fgf10*, *Wnt4*, and Semaphorins. We present evidence that CHD7 acts at sites bound by the pioneer TF ISL1, and at enhancers >50 kb from the TSS, a feature also noted for ISL1. CHD7 physically interacts with ISL1 in CP cells, we therefore suggest important co-operation during mesodermal through CM differentiation. TF-CHD7 interactions may be important where dynamic changes in expression level are required during mesodermal differentiation as exemplified by *Fgf10* expression within a SHF domain and its repression in FHF lineages contributing to the left ventricle. In conclusion, it is clear that CHD7 has vital functions in the SHF as well as mesoderm more generally during heart morphogenesis. Issues such as CTCF, CHD8, and polycomb interactions may prove fruitful avenues for future research.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

## Supplementary Material

cvad059_Supplementary_Data Click here for additional data file.

## Data Availability

The data that supports the findings of this study are available from the corresponding author upon reasonable request. Sequencing data have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE229630.

# Supplementary material for: CHARGE syndrome-associated CHD7 acts at ISL1-regulated enhancers to modulate second heart field gene expression
**Source:** Cardiovasc Res. 2023 Apr 13;119(11):2089–105. doi: 10.1093/cvr/cvad059
**Supplement:** cvad059_Supplementary_Data

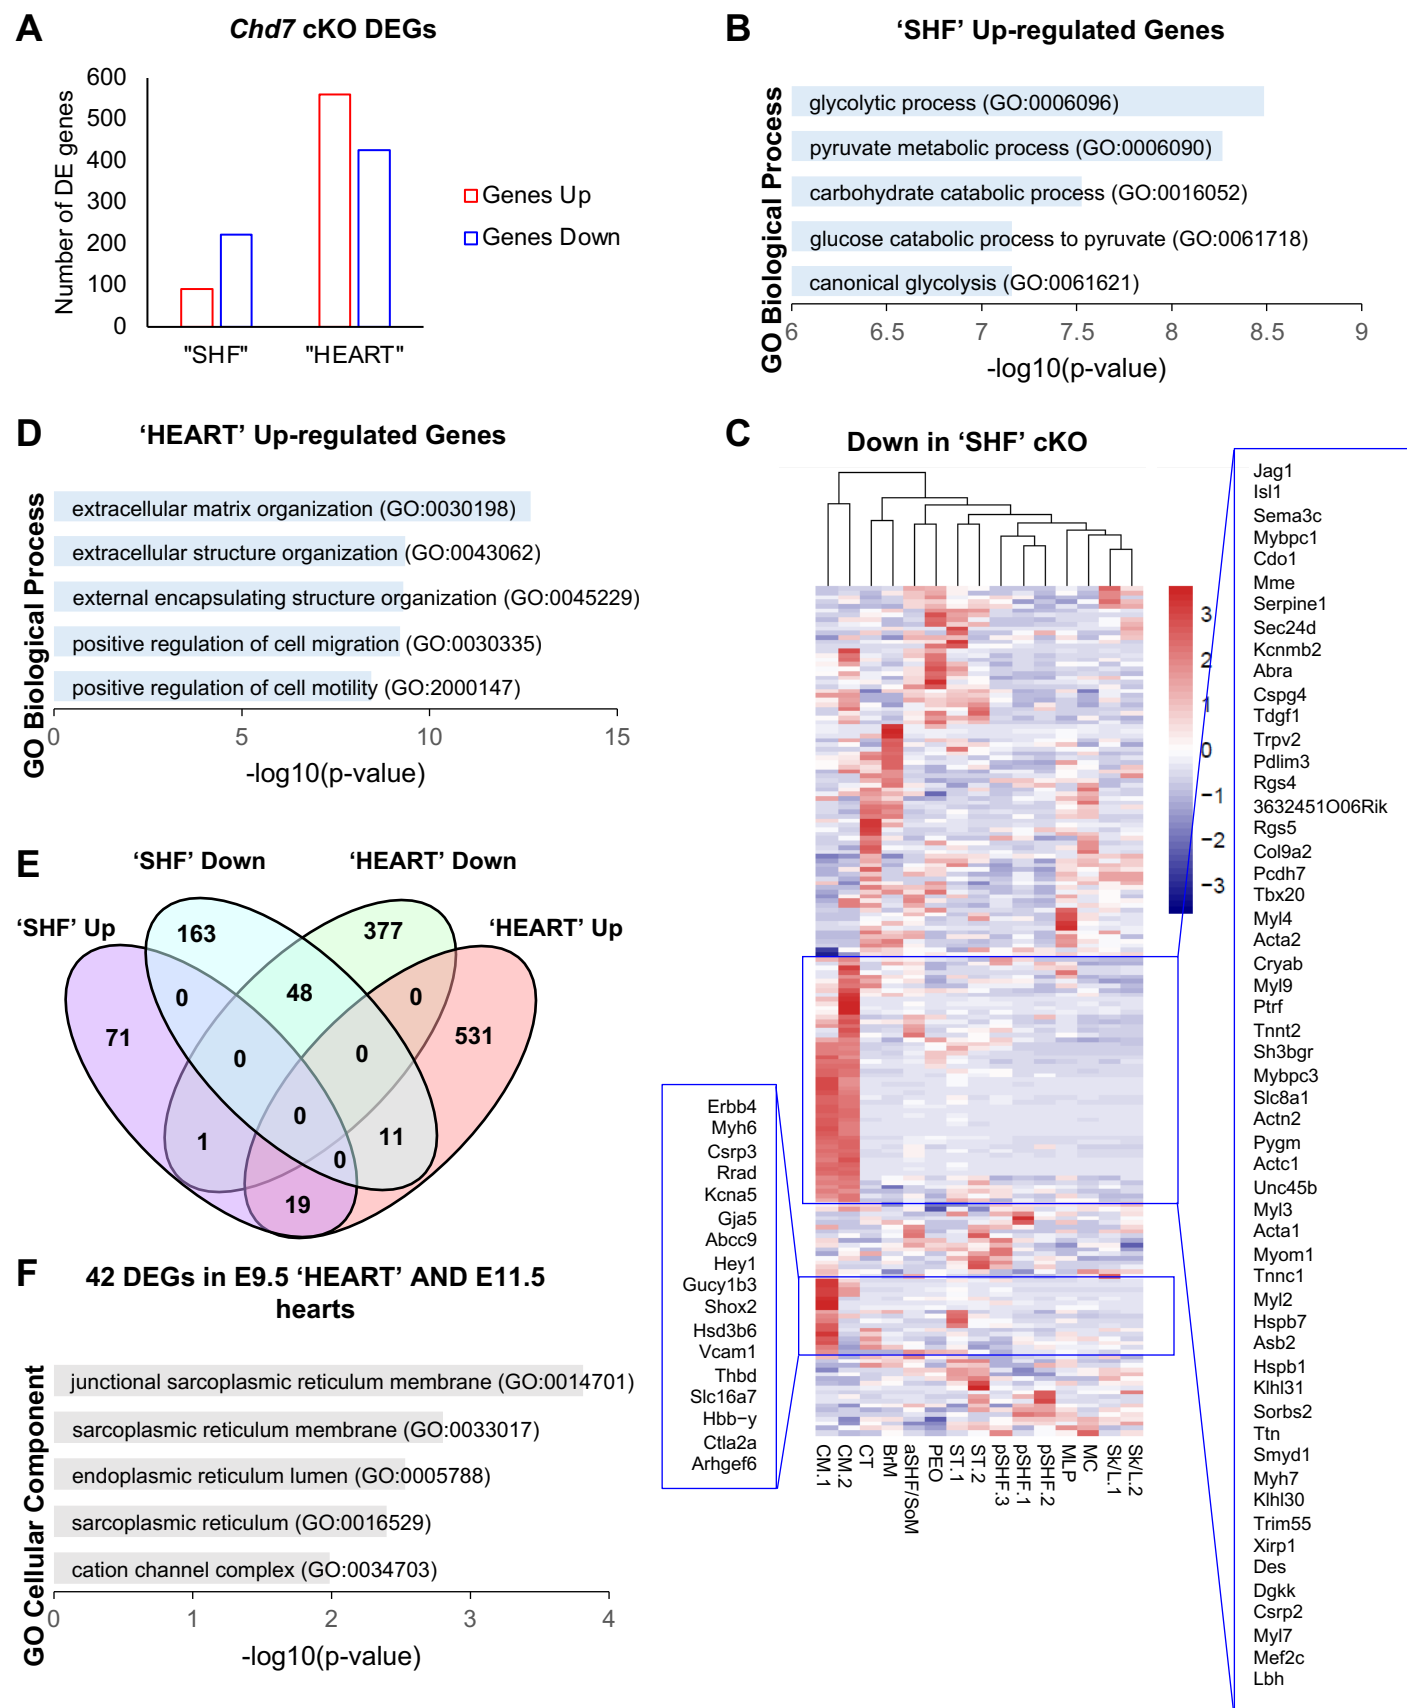

**Supplemental figure S1, related to figure 1: Reduced CM markers in unbiased analysis of *Chd7* cKO 'SHF' downregulated genes.**

(A) Bar graph showing the numbers of DEGs in 'SHF' and 'HEART' tissue of *Chd7* cKO embryos. (B, D) GO terms enriched in genes up-regulated in *Chd7* cKO 'SHF' (B) and 'HEART' (D) ranked by p-value from the Fisher exact test, by Enrichr. (C) Comparison of down-regulated genes in *Chd7* cKO 'SHF' with previously published single cell RNA-seq data from *Mesp1*-expressing cells<sup>32</sup>. Clusters of the different cell types are shown at the bottom of the heatmap and they are the same as in the original publication. Selected genes enriched in CM clusters are presented on the right and left side of the heatmap. Row indicates the mean gene expression in each cluster (blue to white, to red; low to high). (E) Venn diagram showing the overlap of genes up- or down-regulated in cKO 'SHF' and 'HEART'. (F) GO:cellular component analysis of common DEGs in cKO 'HEART' and E11.5 hearts, related to figure 11.

**A**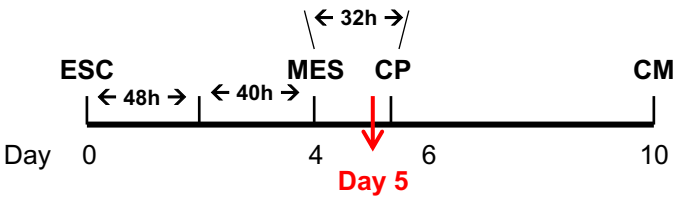**B**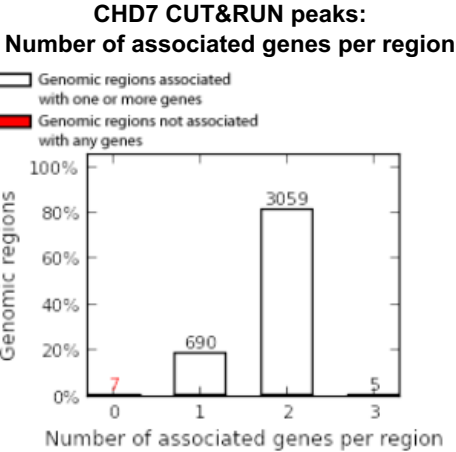**C**

**CHD7 CUT&RUN peaks**

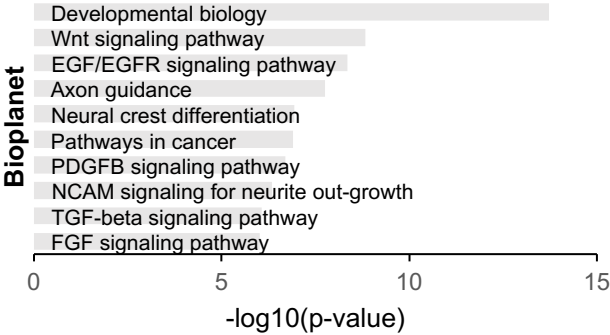**D**

**'SHF' DEGs with CHD7 binding**

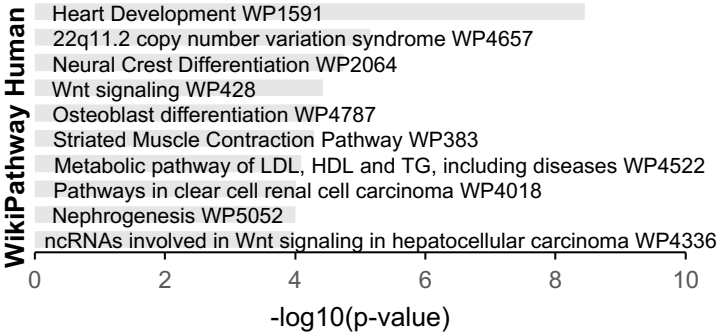**E**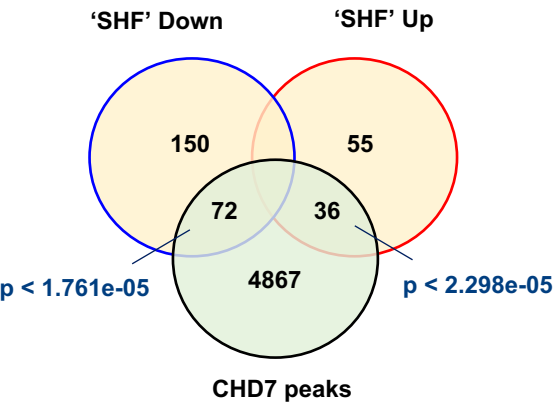**F**

**'HEART' DEGs with CHD7 binding**

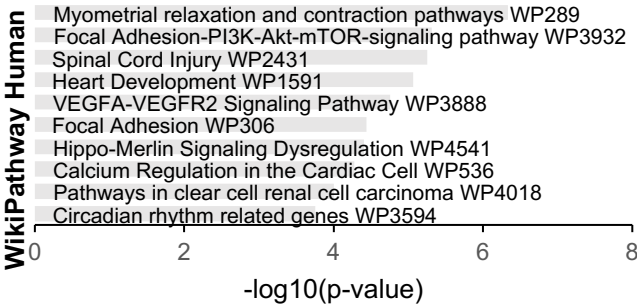**G**

**'HEART' Down DEGs with CHD7 binding**

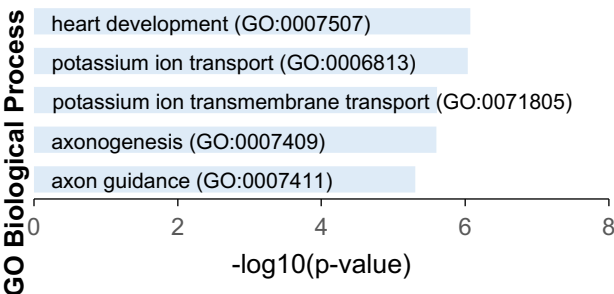

**Supplemental figure S2, related to figure 2: CHD7 direct targets.**

(A) Timeline of cardiomyocyte differentiation protocol, showing 'key' stages described by Wamstad et al <sup>37</sup>. ESC, embryonic stem cell; MES, mesoderm; CP, cardiac precursor and CM, cardiomyocyte. Based on PCA (figure 2A) we selected 'Day 5' as the appropriate stage for the in vivo 'SHF' samples. 'Day 5' is exactly 24 hours after the MES stage at day 4, when the cells are plated onto gelatin-coated plates. (B) Bar graph showing the number of genes associated with CHD7 peaks. (C) Bioplanet pathways enriched in genes associated with CHD7 peaks. Pathways enriched in 'SHF' (D) or 'HEART' (F) DEGs with CHD7 binding based on WikiPathway human enrichment. Terms are ranked by p-values from the Fisher exact test, by Enrichr. (E) Venn diagram displaying overlap of CHD7 peaks with downregulated (down) and upregulated (up) genes in 'SHF'. p-values are from hypergeometric test. (G) GO biological processes enriched in genes downregulated in 'HEART' with CHD7 binding, ranked by p-values (from Fisher exact test).

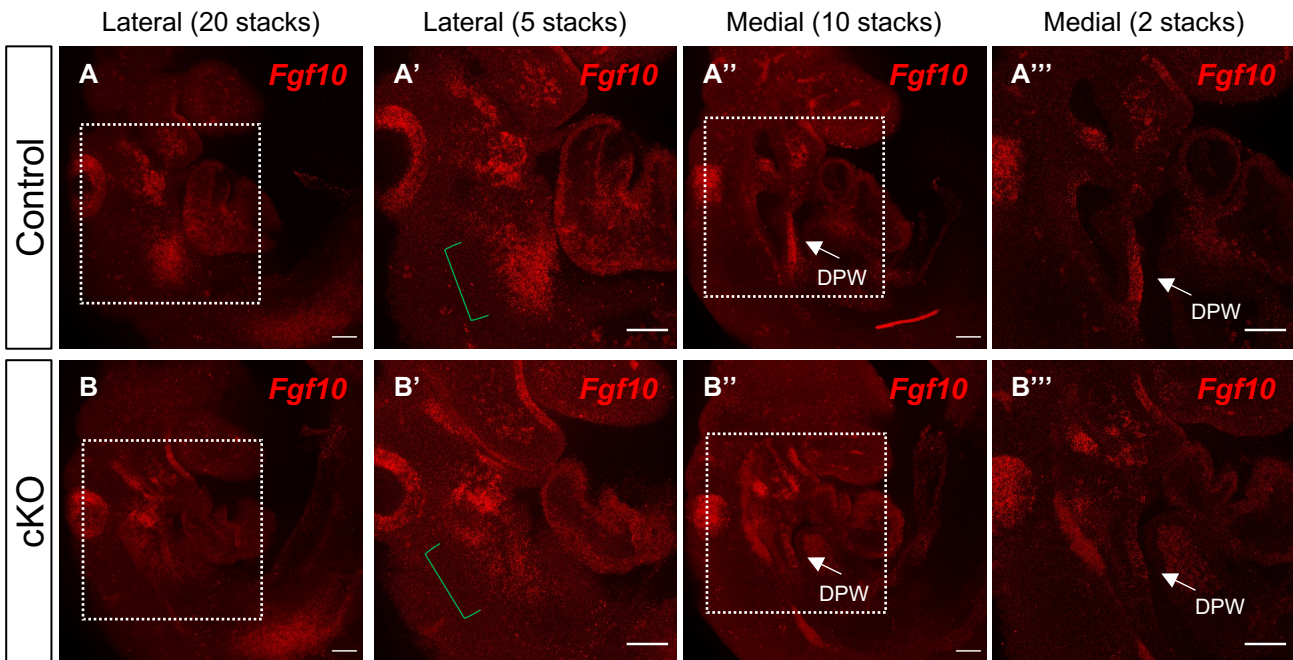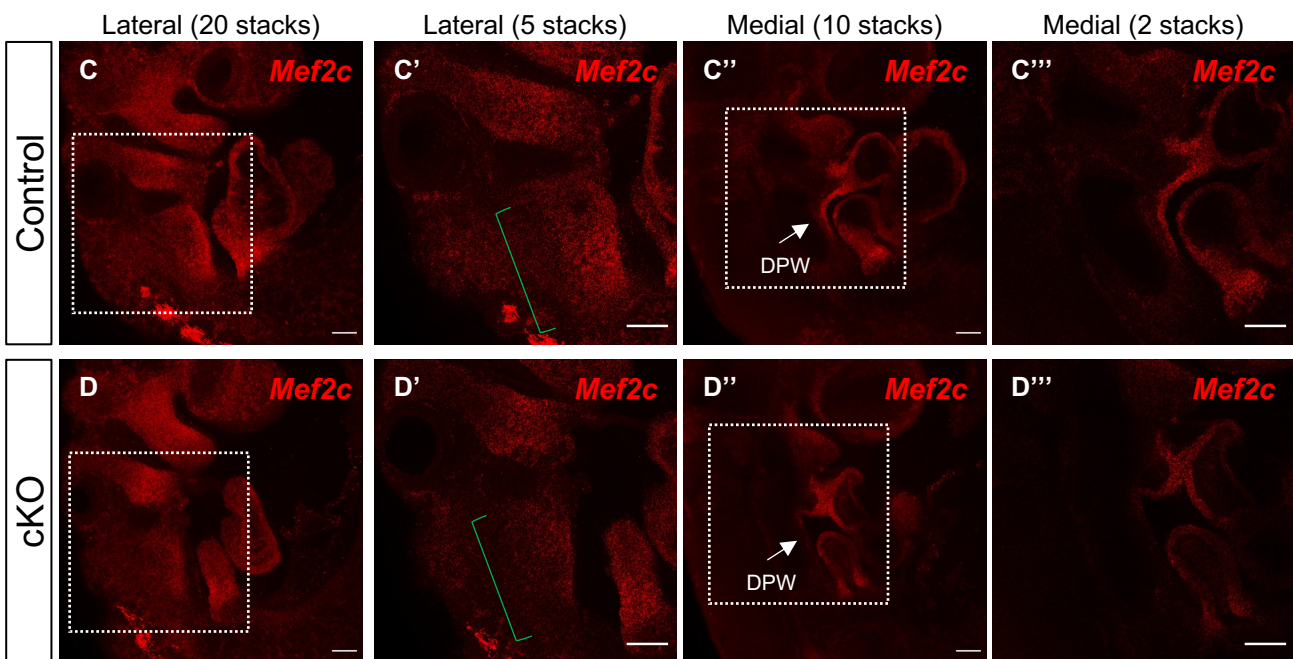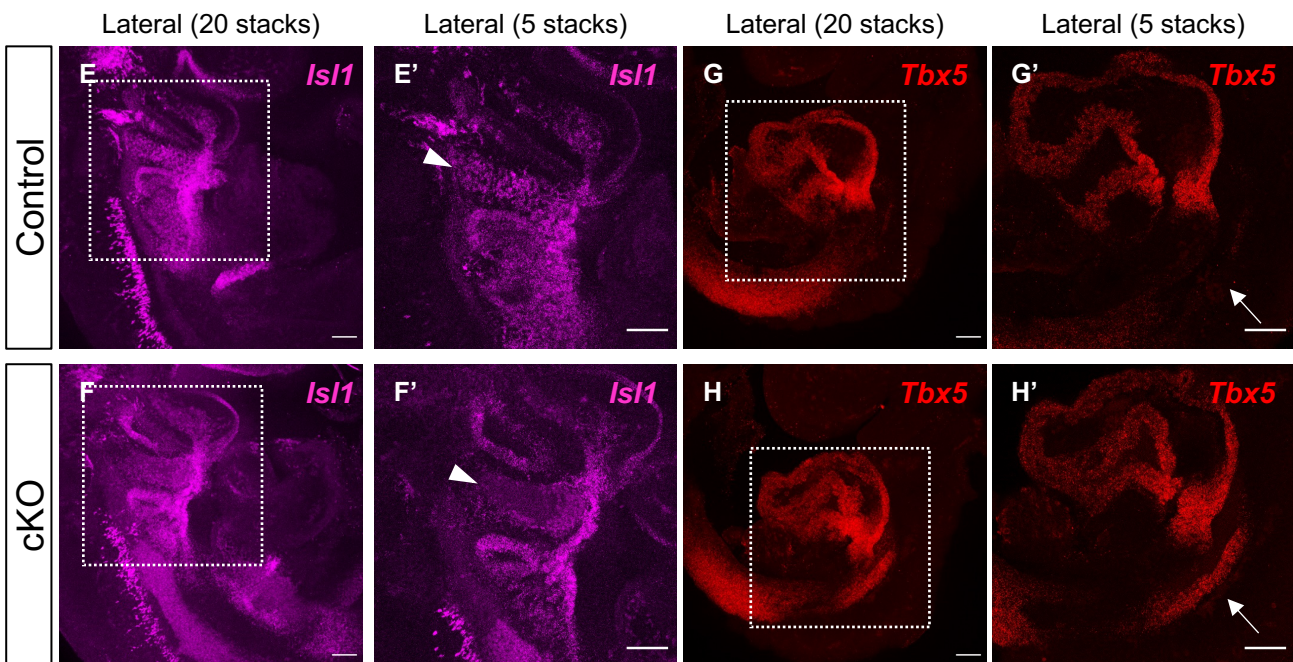

**Supplemental Figure S3, related to figures 3 and 4: Additional views and 'virtual' sections of the embryos presented in figures 3 and 4.**

Whole mount *in situ* HCR staining of control and *Chd7* cKO (*Mesp1-Cre; Chd7<sup>fl/m</sup>*) embryos at E9-9.5 for *Fgf10* (A-B'''), *Mef2c* (C-D'''), *Isl1* (E-F') and *Tbx5* (G-H'). Some of the thick 'virtual' sections are also presented in the main figures. Boxed regions in are shown in neighbouring panels.

Confocal maximum projection of selected lateral or medial z-stacks are displayed, with the number of stacks used indicated on top of each image. The 'step' between the different z-stacks is 3.25µm. n=4.

Arrowheads indicate cells in branchial arches, green bracket shows the SHF region. SHF, second heart field; DPW, dorsal pericardial wall. Scale bars represent 100µm.

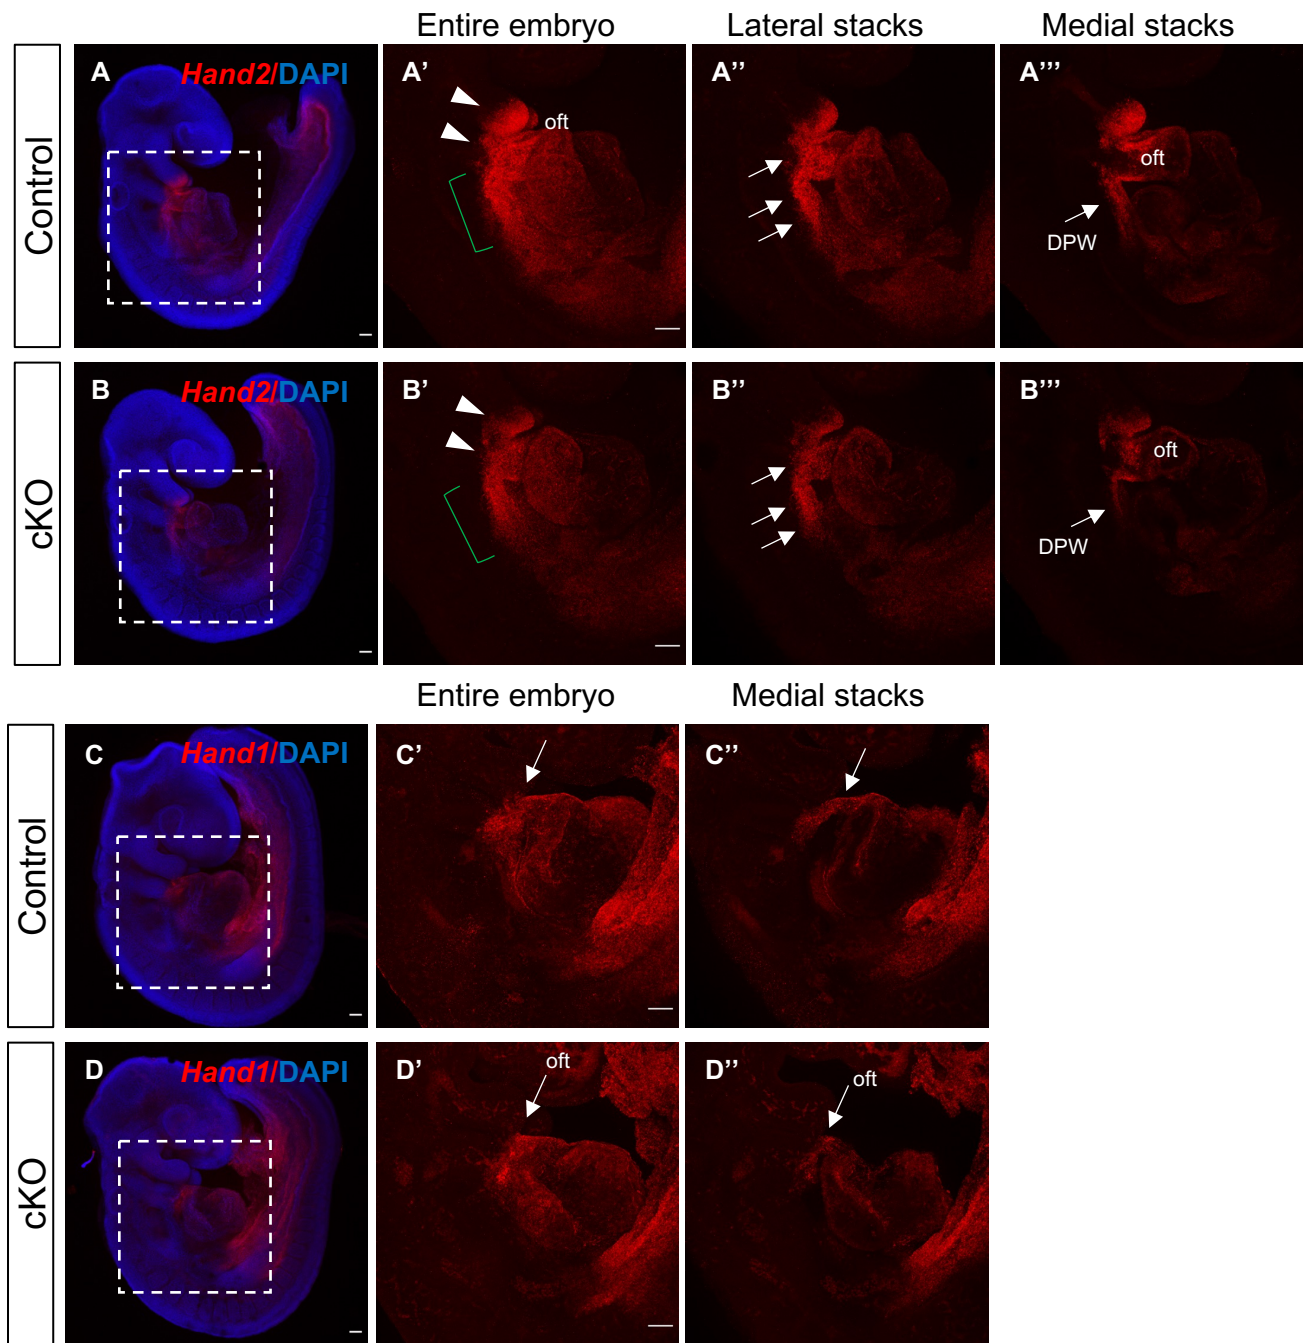

**Supplemental Figure S4: Expression of *Hand1* and *Hand2* is reduced in *Chd7* cKO embryos.**  
 Whole mount in situ HCR staining of control and *Chd7* cKO embryos at E9.5 for *Hand2* (A-B''') and *Hand1* (C-D''). The entire embryo and selected lateral and medial stacks are presented as maximum z projection. n = 4. Scale bars, 100µm. DPW, dorsal pericardial wall; oft, outflow tract.

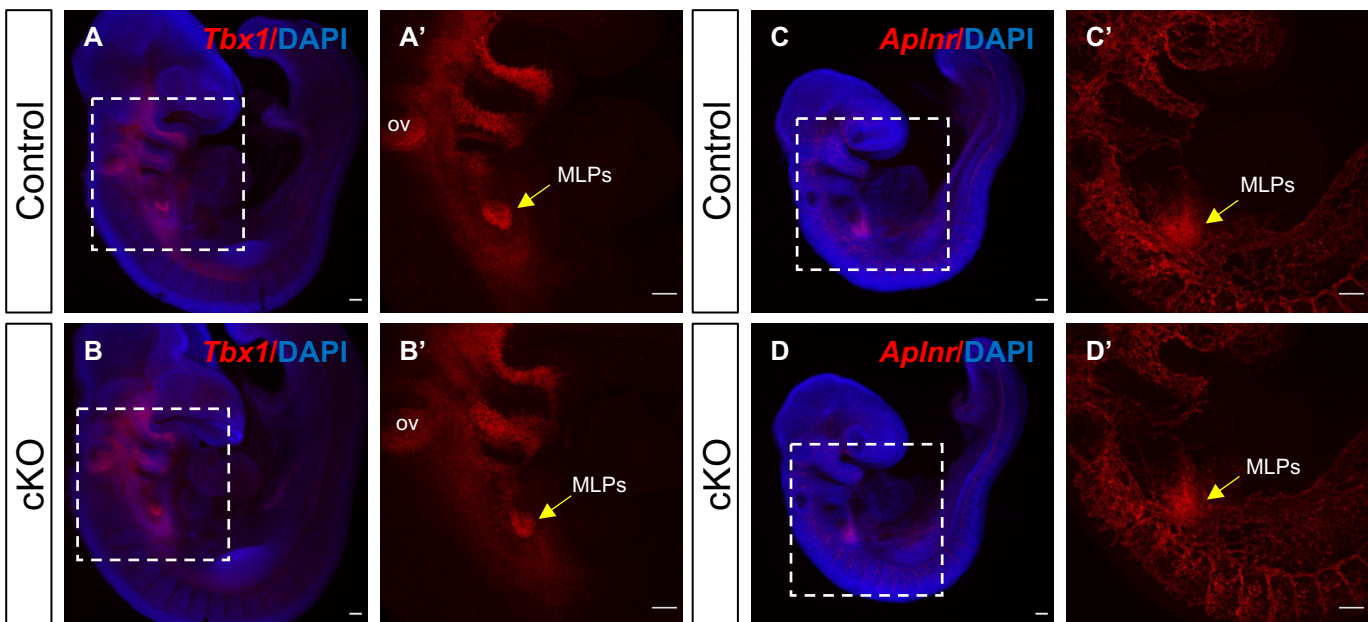

**Supplemental Figure S5: Distribution and expression of *Tbx1* and *Aplnr* is not altered in *Chd7* cKO embryos.**

Whole mount *in situ* HCR staining for *Tbx1* (A-B') and *Aplnr* (C-D') in control and *Chd7* cKO embryos. Maximum intensity projections of the entire embryos are presented. Yellow arrows highlight the MLP cells. n=4. Scale bars, 100µm. ov, otic vesicle; MLPs, multilineage primed progenitors.

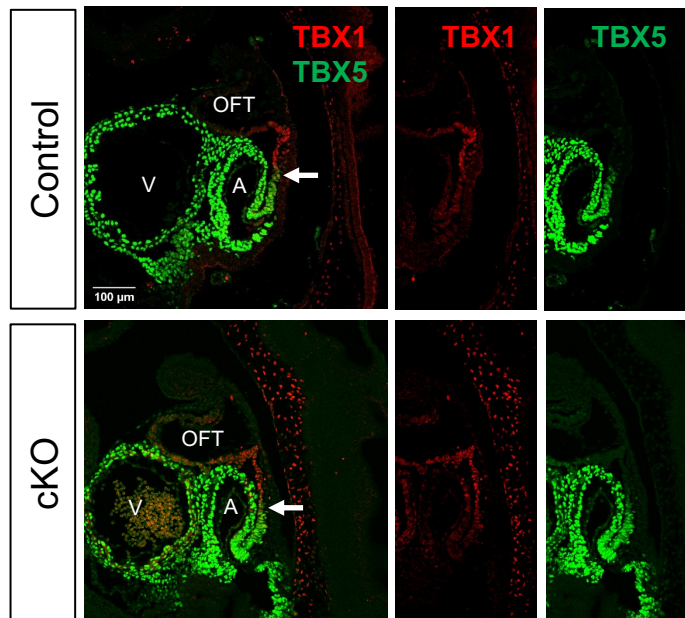

**Supplemental Figure S6: Expression pattern of TBX1-TBX5 at the dorsal pericardial wall is unaltered by the loss of *Chd7*.**

Immunofluorescence on medial sagittal sections of control and *Chd7* cKO embryos using anti-TBX1 (red) and anti-TBX5 (green) antibodies. The arrow indicates the posterior limit of TBX1 and the anterior limit of TBX5 in the DPW. n=6.

Scale bar 100μm. OFT, outflow tract; a, atrium; v, ventricle.

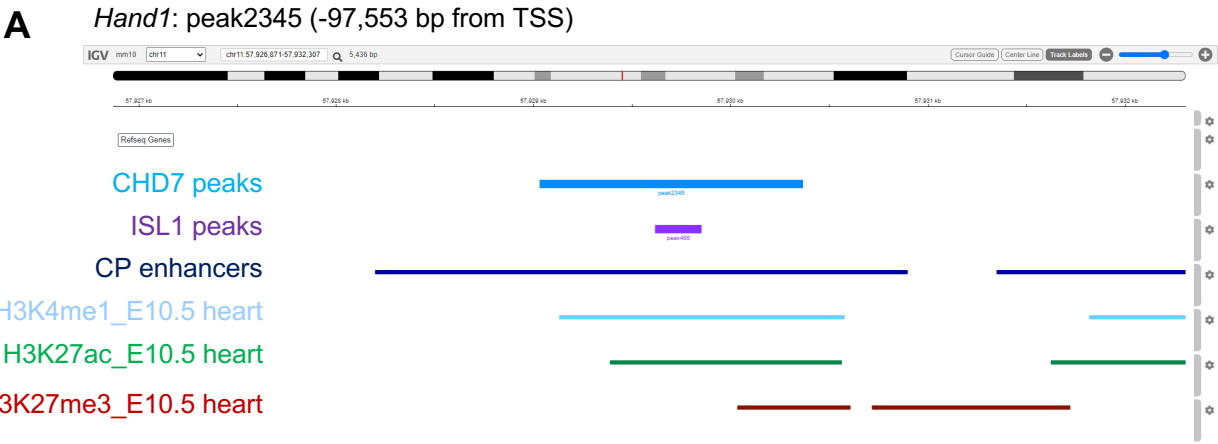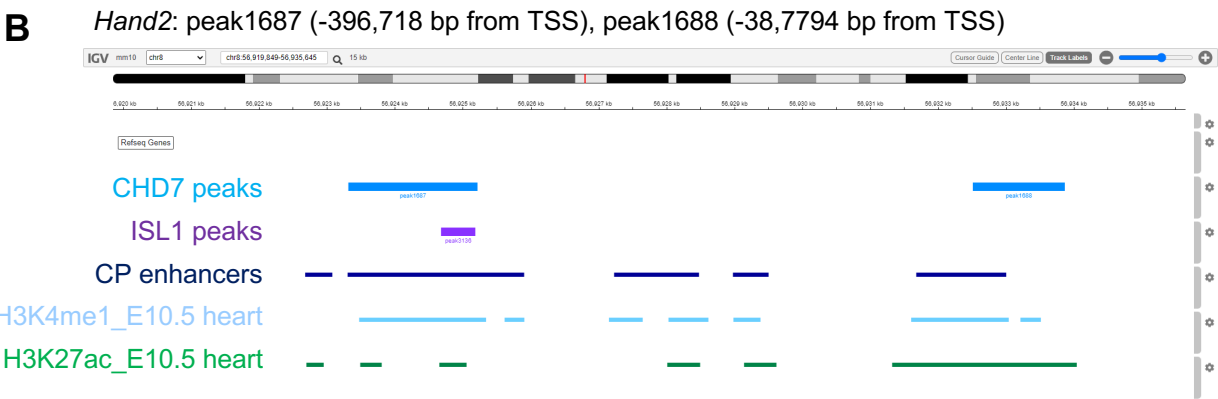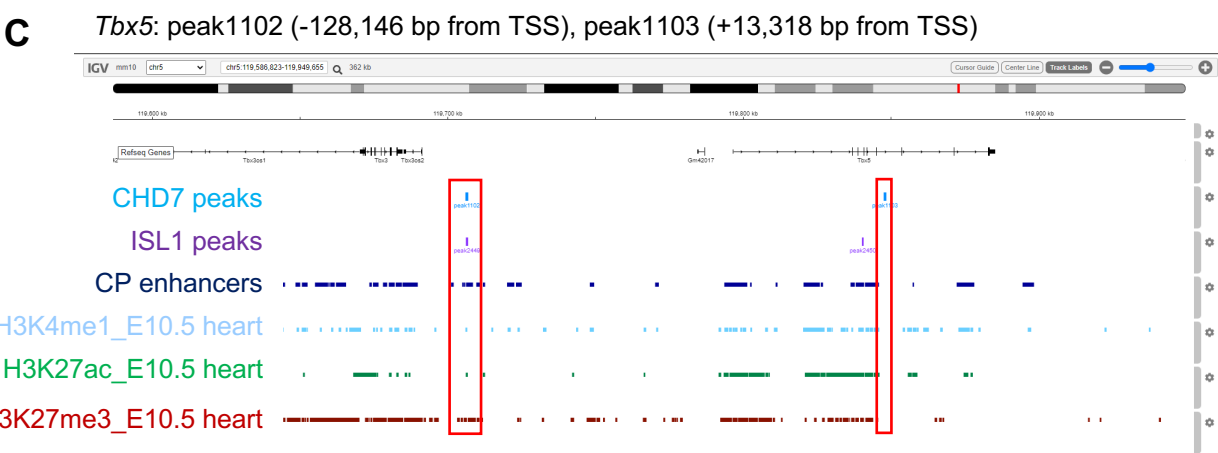

**Supplemental Figure S7, related to figure 5: CHD7 binds cardiac enhancers and ISL1-bound regions near cardiac TFs deregulated in *Chd7* cKO embryos.**  
 Genome browser snapshots including CHD7 peaks (mid blue), ISL1 peaks (purple), CP enhancers (dark blue), H3K4me1 (light blue), H3K27ac (green) and H3K27me3 (dark red) from E10.5 hearts at *Hand1* (A) and *Hand2* (B) and *Tbx5* (C) loci.  
 Details on the tracks used can be found in the methods section.

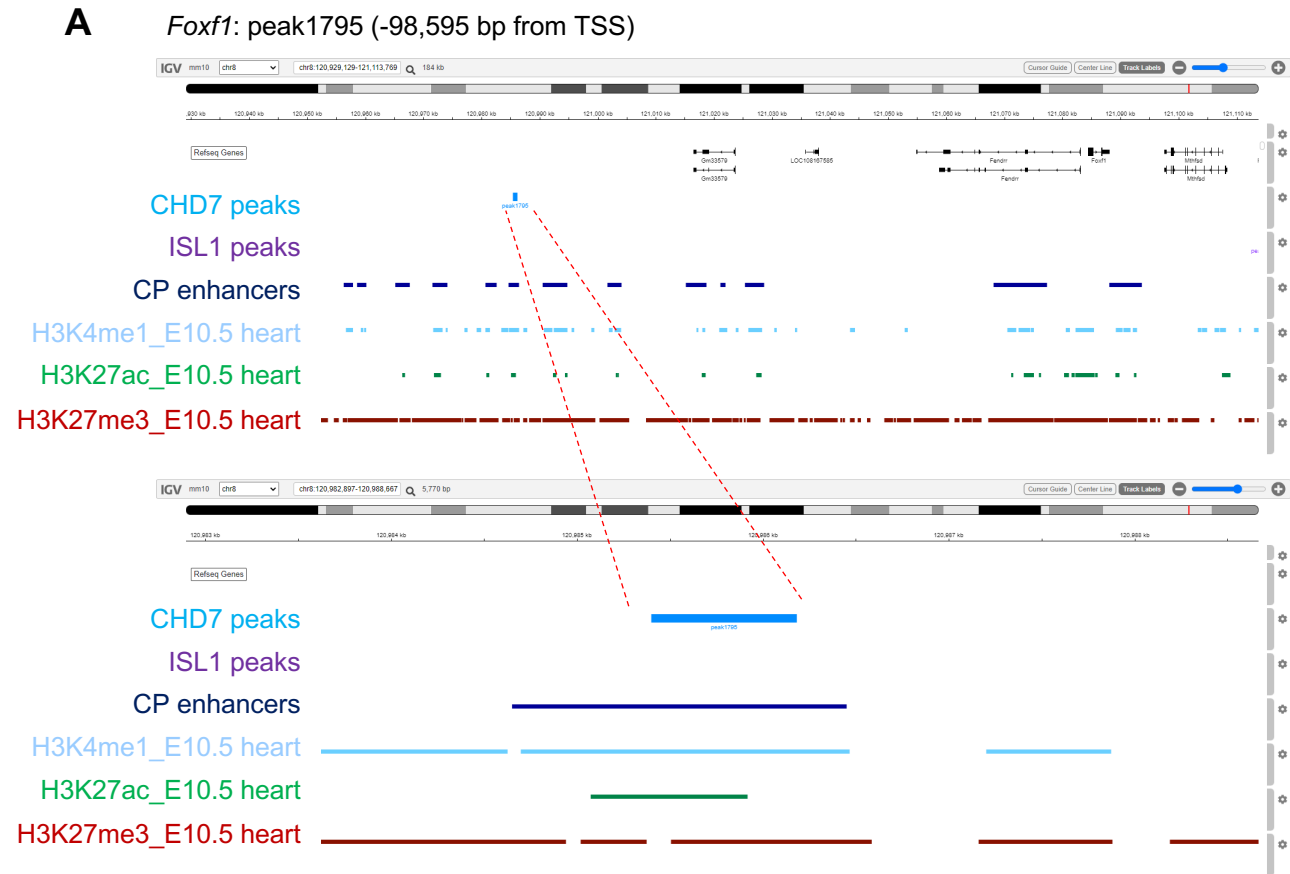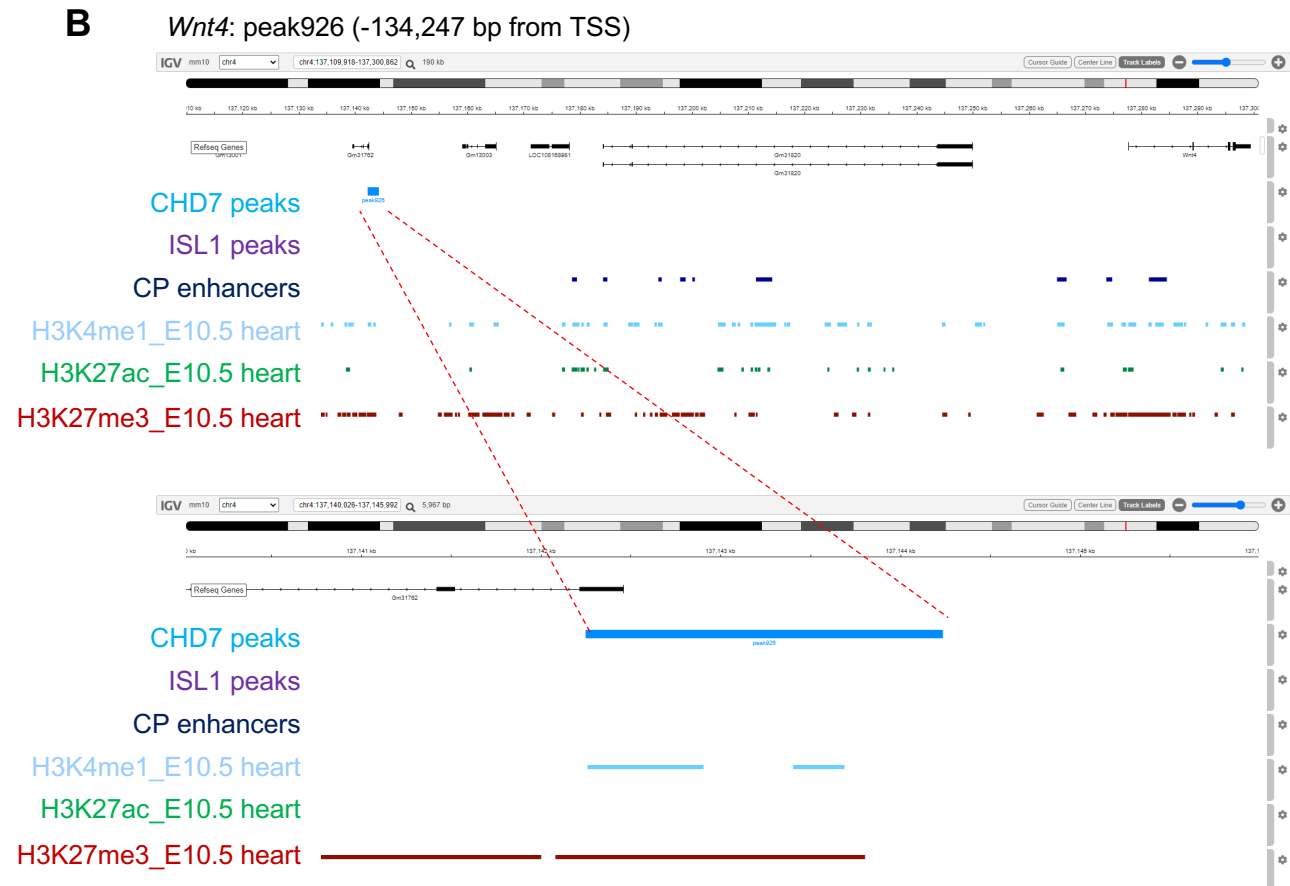

**Supplemental Figure S8, related to figure 5: CHD7 binds cardiac TFs upregulated in *Chd7* cKO embryos.** Genome browser snapshots at *Foxf1* (A) and *Wnt4* (B) loci showing tracks with CHD7 peaks (mid blue), ISL1 peaks (purple), CP enhancers (dark blue), H3K4me1 (light blue), H3K27ac (green) and H3K27me3 (dark red) from E10.5 hearts. Details on the tracks used can be found in the methods section.

# CHD7 CUT&RUN motif (RSAT): all peaks

A

| Motif                                | Logo | 3 Top hits in databases                                                                     |
|--------------------------------------|------|---------------------------------------------------------------------------------------------|
| oligos_6nt_mkv4_m1oligos_6nt_mkv4_m1 |      | versus Homer: homer_280_T1ISRE, homer_234_CGGAAGTGAAAC, homer_109_Gata6,<br>e-value=1.8e-21 |
| oligos_6nt_mkv4_m2oligos_6nt_mkv4_m2 |      | versus Homer: homer_266_Sp1, homer_146_KLF3, homer_145_KLF14,<br>e-value=8.9e-21            |
| oligos_6nt_mkv4_m3oligos_6nt_mkv4_m3 |      | versus Homer: homer_5_AGTAACAAAAAGAACANA,<br>e-value=4e-18                                  |
| oligos_6nt_mkv4_m4oligos_6nt_mkv4_m4 |      | versus Homer: homer_266_Sp1, homer_326_ZNF519,<br>e-value=6.3e-13                           |
| oligos_6nt_mkv4_m5oligos_6nt_mkv4_m5 |      | versus Homer: homer_163_Mef2c, homer_161_Mef2a, homer_30_Cdx2,<br>e-value=9.8e-12           |
| positions_6ntpositions_6nt_m1        |      | versus Homer: no match                                                                      |
| oligos_7nt_mkv5_m1oligos_7nt_mkv5_m1 |      | versus Homer: homer_125_Hnf1, homer_163_Mef2c, homer_164_Mef2d,<br>e-value=9.1e-20          |
| oligos_7nt_mkv5_m2oligos_7nt_mkv5_m2 |      | versus Homer: no match<br>e-value=6e-14                                                     |
| oligos_7nt_mkv5_m3oligos_7nt_mkv5_m3 |      | versus Homer: homer_63_Egr2, homer_145_KLF14, homer_62_Egr1,<br>e-value=1.6e-12             |
| oligos_7nt_mkv5_m4oligos_7nt_mkv5_m4 |      | versus Homer: homer_65_EKLF, homer_147_Klf4, homer_148_KLF5,<br>e-value=6.9e-12             |
| oligos_7nt_mkv5_m5oligos_7nt_mkv5_m5 |      | versus Homer: homer_78_AGGAACAGCTG, homer_97_FOXP1, homer_316_ZNF189,<br>e-value=7.9e-10    |

B

| Enrichr: RNAseq Automatic GEO Signatures Mouse Down |                                                                                                                                                                                                                                                            |                                                                                                                                                                                                                                                                      |
|-----------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Term: Pioneering Isl1 Cardiomyocyte Fate GSE80383 1 |                                                                                                                                                                                                                                                            |                                                                                                                                                                                                                                                                      |
|                                                     | 'SHF'                                                                                                                                                                                                                                                      | 'HEART'                                                                                                                                                                                                                                                              |
| P-value                                             | 8.80E-39                                                                                                                                                                                                                                                   | 1.47E-24                                                                                                                                                                                                                                                             |
| Adjusted P-value                                    | 1.74E-35                                                                                                                                                                                                                                                   | 8.79E-22                                                                                                                                                                                                                                                             |
| Odds Ratio                                          | 22.71214207                                                                                                                                                                                                                                                | 9.867209346                                                                                                                                                                                                                                                          |
| Genes                                               | MYOM1;PARM1;HSPB7;SIX1;SLC8A1;TN;RGS4;RGS5;CSRP3;3632451O06RIK;LBH;MECOM;CAPN6;ERBB4;XIRP1;TNNI1;SMYD1;SOX6;SH3BGR;MYBPC3;MYBPC1;MEF2C;JAG1;PRRX1;ACTN2;TNNC1;SEMA6D;SORBS2;ISL1;MYL4;VCAN;MYL7;ACTC1;MYL2;TNNT2;CDHR1;HAND2;MYL3;CDO1;ASB2;DGKK;MYH6;MYH7 | FAM49A;SLC24A2;SMPX;LAMA2;SYNPO2;HSPB7;TWIST1;ABAT;CACNA1D;THBS4;RGS4;CSRP3;3632451O06RIK;SCUBE1;IGFBPL1;PLN;ERBB4;CMYA5;PCDHAC2;PRKG1;MEF2C;EPHA7;MYBPC1;PRRX1;ANGPT1;ACTN2;ACSL1;NEBL;SEMA6D;KLHL24;TECRL;OBSCN;MYL1;KITL;HAND2;PPP1R3D;MAB21L2;HRC;RARB;CDO1;HCN1 |

C

## 'SHF' DEGs with CHD7 binding

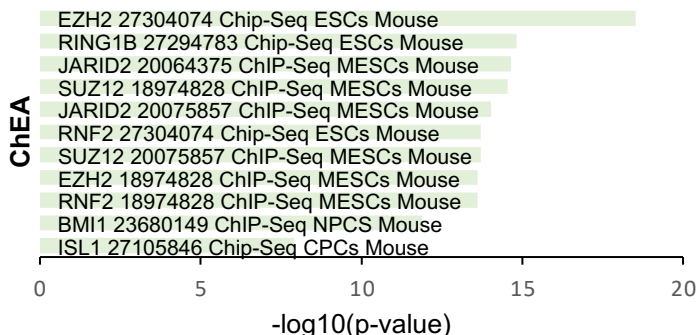

D

## 'HEART' DEGs with CHD7 binding

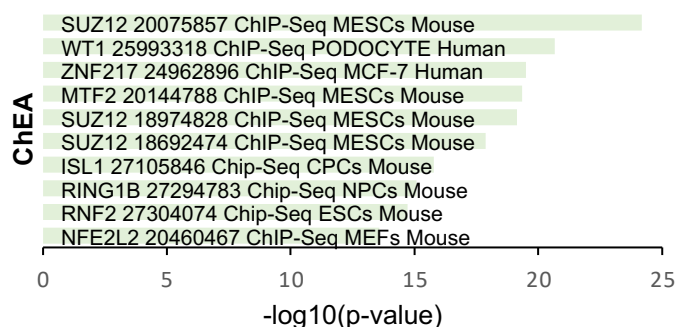

## Supplemental Figure S9, related to figure 6: Further characterisation of CHD7 binding sites/direct targets.

(A) Motifs enrichment analysis of CHD7 peaks using RSAT peak-motifs. Discovered motifs were compared with known motifs from Homer. e-value is the adjusted p-value (corrected for multiple testing, calculated by RSAT peak-motifs software).

(B) Significant overlap between DEGs down-regulated in 'SHF' and 'HEART' and genes down-regulated in *Isl1*<sup>-/-</sup> CPCs (dataset GSE80383), based on the 'RNAseq Automatic GEO Signatures Mouse Down' function of Enrichr. P-value, adjusted p-value, odds ratio (all calculated by Enrichr) and common genes are displayed for each comparison.

Transcription factors bound at the promoters of 'SHF' (C) or 'HEART' (D) DEGs with CHD7 binding, based on the ChEA function of Enrichr (p-value from Fisher exact test).

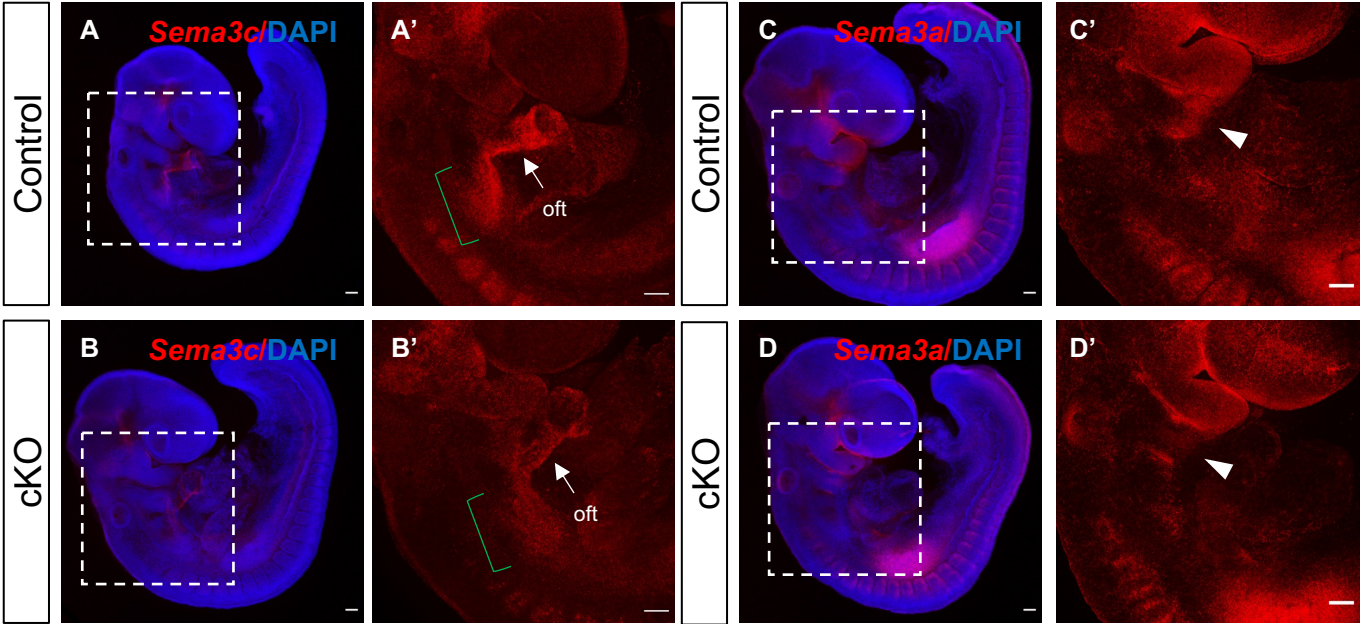

| E. Relative Quantification of fluorescence intensity |                |              |               |               |           |                           |                 |                 |
|------------------------------------------------------|----------------|--------------|---------------|---------------|-----------|---------------------------|-----------------|-----------------|
| Gene                                                 | ROI quantified | Control mean | control STDEV | Chd7 cKO mean | cKO STDEV | Fold Change (cKO/control) | p-value (TTEST) | Result          |
| <i>Sema3c</i>                                        | OFT            | 147284       | 11868         | 111132        | 10837     | 0.75                      | 0.0080          | Reduced         |
| <i>Sema3c</i>                                        | SHF region     | 188179       | 23736         | 152037        | 4536      | 0.81                      | 0.0412          | Reduced         |
| <i>Sema3a</i>                                        | BA2            | 168507       | 21494         | 118656        | 25739     | 0.70                      | 0.0421          | Reduced         |
| <i>Sema3a</i>                                        | SHF            | 127175       | 14452         | 113347        | 14528     | 0.89                      | 0.2868          | Non significant |

**Supplemental Figure S10: Expression of *Sema3c* and *Sema3a* is reduced in *Chd7* cKO embryos.** Whole mount in situ HCR staining of control and *Chd7* cKO embryos at E9.5 for *Sema3c* (A-B'') and *Sema3a* (C-D''). The embryos are presented as maximum z projection. n = 4. Scale bars, 100μm. Green bracket shows the SHF region; oft, outflow tract; arrowheads indicate cells in branchial arch 2 (BA2). (E) Relative quantification of fluorescence intensity in selected regions of interest (ROI).

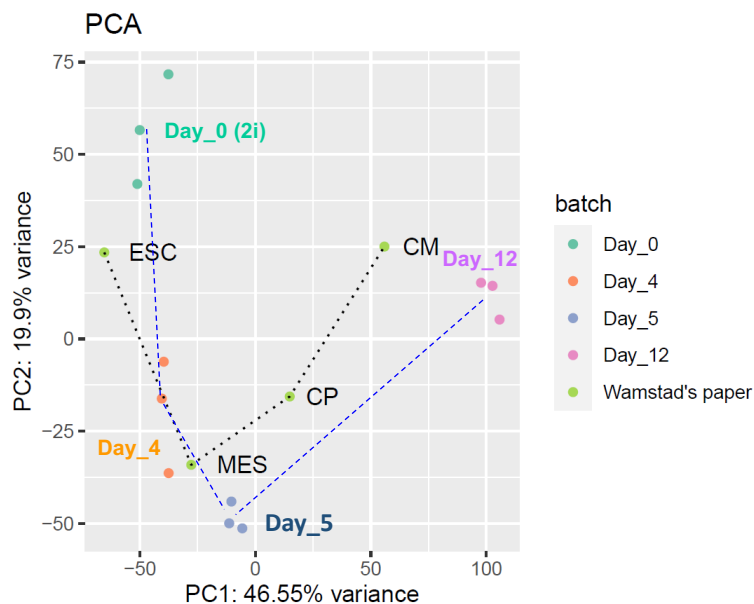

**Supplemental figure S11: Our *in vitro* CM differentiation follows a similar trajectory as Wamstad et al<sup>37</sup> CM differentiation.**

Principal component analysis (PCA) of our *in vitro* differentiation timepoints compared with *in vitro* CM differentiation time points from Wamstad et al<sup>37</sup> based on RNA-seq data. Please note our starting ES cells (Day\_0) were cultured in 2i serum-free conditions. For Wamstad et al timepoints ESC: embryonic stem cell (day 0), MES: mesoderm (day 4), CP: cardiac precursor (day 5.3; 8 hours after our day 5), and CM: cardiomyocyte (day 10). Dashed lines indicate the differentiation trajectory in our (blue) and Wamstad et al (black) CM differentiations.

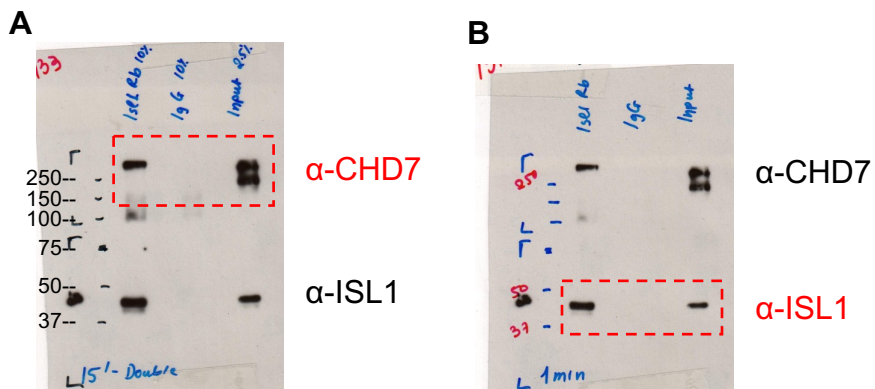

**Supplemental Figure S12. Uncropped western blot images.**

Gels corresponding to figure 6G (α-CHD7 from A and α-ISL1 from B).

# Supplementary material for: CHARGE syndrome-associated CHD7 acts at ISL1-regulated enhancers to modulate second heart field gene expression
**Source:** Cardiovasc Res. 2023 Apr 13;119(11):2089–105. doi: 10.1093/cvr/cvad059
**Supplement:** cvad059_Supplementary_Data

**Title:**

CHARGE syndrome-associated CHD7 acts at ISL1-regulated enhancers to modulate second heart field gene expression

**Short title:**

CHD7 regulates a cardiogenic GRN in mesoderm

Athanasia Stathopoulou^1, #^, Ping Wang^2, 3^, Charlotte Thellier^4^, Robert G Kelly^4^, Deyou Zheng^2, 5^, Peter J Scambler^1^

**Manuscript category:** Original Article

| **Table S1: Relative Quantification of fluorescence intensity** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **ROI quantified** | **Control mean** | control STDEV | **Chd7 cKO mean** | cKO STDEV | **Fold Change (cKO/control)** | **p-value (TTEST)** | **Relevant Figures** | **Result** |
| ***Mef2c*** | DPW | 217851 | 24566 | 141477 | 11638 | **0.65** | 0.0165 | Fig. 3 and S3 | Reduced |
| ***Mef2c*** | BA2 | 225707 | 8054 | 192778 | 13717 | **0.85** | 0.0429 |  | Reduced |
| ***Fgf10*** | DPW | 299688 | 40391 | 229163 | 22803 | **0.76** | 0.0438 |  | Reduced |
| ***Isl1*** | BA2 | 67713 | 5775 | 56104 | 5349 | **0.83** | 0.0432 |  | Reduced |
| ***Isl1*** | SHF+ proximal OFT | 313317 | 36287 | 294604 | 36449 | **0.94** | 0.5518 |  | Non significant |
| ***Hand2*** | SHF+ proximal OFT | 348528 | 32177 | 251199 | 27652 | **0.72** | 0.0073 | Fig. S4 | Reduced |
| ***Hand2*** | OFT+BA2 | 412552 | 48722 | 308628 | 50720 | **0.75** | 0.0429 |  | Reduced |
| ***Hand1*** | OFT+BA2 | 249606 | 7534 | 220232 | 18735 | **0.88** | 0.0453 |  | Reduced |
| ***Foxf1*** | pSHF | 169225 | 8327 | 205755 | 13247 | **1.22** | 0.0130 | Fig. 4 | Increased |
| ***Tbx5*** | pSHF | 202850 | 22726 | 323442 | 57961 | **1.59** | 0.0153 |  | Increased |
| ***Osr1*** | pSHF | 390403 | 36337 | 652616 | 76971 | **1.67** | 0.0018 |  | Increased |
| ***Wnt4*** | pSHF | 264103 | 56999 | 376463 | 46334 | **1.43** | 0.0381 |  | Increased |
| ***Tbx1*** | BA2 | 188807 | 22127 | 179588 | 22574 | **0.95** | 0.6314 | Fig. S5 | Non significant |
| ***Tbx1*** | SHF (including MLPs) | 221533 | 17927 | 199790 | 9427 | **0.90** | 0.1123 |  | Non significant |
| ***Aplnr*** | MLPs | 285086 | 38877 | 264383 | 45549 | **0.93** | 0.5712 |  | Non significant |
| **Internal control tissues** | | | | | | | | | |
| ***Isl1*** | motor neurons @ somite 2 | 148597 | 16524 | 170160 | 20197 | **1.15** | 0.2023 | Fig. 3 | Non significant |
| ***Isl1*** | motor neurons @ somite 3 | 144268 | 13462 | 169528 | 14115 | **1.18** | 0.0661 |  | Non significant |
| ***Fgf10*** | FL | 341528 | 58407 | 424235 | 59372 | **1.24** | 0.1362 |  | Non significant |
| ***Fgf10*** | OV | 342824 | 48035 | 350297 | 34415 | **1.02** | 0.8339 |  | Non significant |
| ***Tbx5*** | FL | 354330 | 66059 | 366933 | 82018 | **1.04** | 0.8426 | Fig. 4 | Non significant |
| ***Mef2c*** | 1st somite | 155024 | 15984 | 136814 | 14617 | **0.88** | 0.3002 | Fig. 3 | Non significant |
| ***Mef2c*** | 2nd somite | 166276 | 40399 | 150474 | 26808 | **0.90** | 0.6688 |  | Non significant |

| **Table S2: Selected DEGs in *Chd7* cKO embryos** | | | |
| --- | --- | --- | --- |
| **Gene** | ***Chd7* cKO**  **‘SHF’** | ***Chd7* cKO**  **‘HEART’** | **Chd7 CUT&RUN peaks (distance to TSS, bp)** |
| ***Fgf10*** | down | down | peak2899 (-119853), peak2900 (+44446) |
| ***Isl1*** | down | ns | peak2895 (-199836) |
| ***Hand1*** | down | down | peak2345 (-97553) |
| ***Hand2*** | down | down | peak1687 (-396718), peak1688 (-387794) |
| ***Mef2c*** | down | down | NA |
| ***Tbx5*** | up | NS | peak1102 (-128146), peak1103 (+13318) |
| ***Wnt4*** | up | NS | peak926 (-134247) |
| ***Osr1*** | up | NS | peak2557 (-320864), peak2558 (-180227) |
| ***Foxf1*** | up | NS | peak1795 (-98595) |
| ***Tbx1*** | NS | NS | NA |
| ***Aplnr*** | NS | NS | NA |

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental figure S1, related to figure 1: Reduced CM markers in unbiased analysis of *Chd7* cKO ‘SHF’ downregulated genes.**

(A) Bar graph showing the numbers of DEGs in ‘SHF’ and ‘HEART’ tissue of *Chd7* cKO embryos.

(B, D) GO terms enriched in genes up-regulated in *Chd7* cKO ‘SHF’ (B) and ‘HEART’ (D) ranked by p-value from the Fisher exact test, by Enrichr.

(C) Comparison of down-regulated genes in *Chd7* cKO ‘SHF’ with previously published single cell RNA-seq data from Mesp1-expressing cells^32^. Clusters of the different cell types are shown at the bottom of the heatmap and they are the same as in the original publication. Selected genes enriched in CM clusters are presented on the right and left side of the heatmap. Row indicates the mean gene expression in each cluster (blue to white, to red; low to high).

(E) Venn diagram showing the overlap of genes up- or down-regulated in cKO ‘SHF’ and ‘HEART’.

(F) GO:cellular component analysis of common DEGs in cKO ‘HEART’ and E11.5 hearts, related to figure 1I.

**Supplemental figure S2, related to figure 2: CHD7 direct targets.**

(A) Timeline of cardiomyocyte differentiation protocol, showing ‘key’ stages described by Wamstad et al ^37^. ESC, embryonic stem cell; MES, mesoderm; CP, cardiac precursor and CM, cardiomyocyte. Based on PCA (figure 2A) we selected “Day 5” as the appropriate stage for the in vivo ‘SHF’ samples. “Day 5” is exactly 24 hours after the MES stage at day 4, when the cells are plated onto gelatin-coated plates.

(B) Bar graph showing the number of genes associated with CHD7 peaks.

(C) Bioplanet pathways enriched in genes associated with CHD7 peaks. Pathways enriched in ‘SHF’ (D) or ‘HEART’ (F) DEGs with CHD7 binding based on WikiPathway human enrichment. Terms are ranked by p-values from the Fisher exact test, by Enrichr.

(E) Venn diagram displaying overlap of CHD7 peaks with downregulated (down) and upregulated (up) genes in ‘SHF’. p-values are from hypergeometric test.

(G) GO biological processed enriched in genes downregulated in ‘HEART’ with CHD7 binding, ranked by p-values (from Fisher exact test).

**Supplemental Figure S3, related to figures 3 and 4: Additional views and ‘virtual’ sections of the embryos presented in figures 3 and 4.**

Whole mount *in situ* HCR staining of control and *Chd7* cKO (*Mesp1-Cre; Chd7^fl/fl^*) embryos at E9-9.5 for *Fgf10* (A-B’’’), *Mef2c* (C-D’’’), *Isl1* (E-F’) and Tbx5 (G-H’). Some of the thick ‘virtual’ sections are also presented in the main figures. Boxed regions in are shown in neighbouring panels.

Confocal maximum projection of selected lateral or medial z-stacks are displayed, with the number of stacks used indicated on top of each image. The ‘step’ between the different z-stacks is 3.25μm. n=4.

Arrowheads indicate cells in branchial arches, green bracket shows the SHF region. SHF, second heart field; DPW, dorsal pericardial wall. Scale bars represent 100μm.

**Supplemental Figure S4: Expression of *Hand1* and *Hand2* is reduced in *Chd7* cKO embryos.**

Whole mount in situ HCR staining of control and *Chd7* cKO embryos at E9.5 for *Hand2* (A-B’’’) and *Hand1* (C-D’’’). The entire embryo and selected lateral and medial stacks are presented as maximum z projection. n = 4.

Scale bars, 100μm. DPW, dorsal pericardial wall; oft, outflow tract.

**Supplemental Figure S5: Distribution and expression of *Tbx1* and *Aplnr* is not altered in *Chd7* cKO embryos.**

Whole mount *in situ* HCR staining for *Tbx1* (A-B’) and *Aplnr* (C-D’) in control and *Chd7* cKO embryos. Maximum intensity projections of the entire embryos are presented. Yellow arrows highlight the MLP cells. n=4.

Scale bars,100μm. ov, otic vesicle; MLPs, multilineage primed progenitors.

**Supplemental Figure S6: Expression pattern of TBX1-TBX5 at the dorsal pericardial wall is unaltered by the loss of *Chd7*.**

Immunofluorescence on medial sagittal sections of control and *Chd7* cKO embryos using anti-TBX1 (red) and anti-TBX5 (green) antibodies. The arrow indicates the posterior limit of TBX1 and the anterior limit of TBX5 in the DPW. n=6.

Scale bar 100μm. OFT, outflow tract; a, atrium; v, ventricle.

**Supplemental Figure S7, related to figure 5: CHD7 binds cardiac enhancers and ISL1-bound regions near cardiac TFs deregulated in Chd7 cKO embryos.**

Genome browser snapshots including CHD7 peaks (mid blue), ISL1 peaks (purple), CP enhancers (dark blue), H3K4me1 (light blue), H3K27ac (green) and H3K27me3 (dark red) from E10.5 hearts at *Hand1* (A) and *Hand2* (B) and *Tbx5* (C) loci.

Details on the tracks used can be found in the methods section.

**Supplemental Figure S8, related to figure 5: CHD7 binds cardiac TFs upregulated in *Chd7* cKO embryos.**

Genome browser snapshots at *Foxf1* (A) and *Wnt4* (B) loci showing tracks with CHD7 peaks (mid blue), ISL1 peaks (purple), CP enhancers (dark blue), H3K4me1 (light blue), H3K27ac (green) and H3K27me3 (dark red) from E10.5 hearts.

Details on the tracks used can be found in the methods section.

**Supplemental Figure S9, related to figure 6: Further characterisation of CHD7 binding sites/direct targets.**

(A) Motifs enrichment analysis of CHD7 peaks using RSAT peak-motifs. Discovered motifs were compared with known motifs from Homer. e-value is the adjusted p-value (corrected for multiple testing, calculated by RSAT peak-motifs software).

(B) Significant overlap between DEGs down-regulated in ‘SHF’ and ‘HEART’ and genes down-regulated in *Isl1^-/-^* CPCs (dataset GSE80383), based on the ‘RNAseq Automatic GEO Signatures Mouse Down’ function of Enrichr. P-value, adjusted p-value, odds ratio (all calculated by Enrichr) and common genes are displayed for each comparison.

Transcription factors bound at the promoters of ‘SHF’ (C) or ‘HEART’ (D) DEGs with CHD7 binding, based on the ChEA function of Enrichr (p-value from Fisher exact test).

**Supplemental Figure S10: Expression of *Sema3c* and *Sema3a* is reduced in *Chd7* cKO embryos.**

Whole mount in situ HCR staining of control and *Chd7* cKO embryos at E9.5 for *Sema3c* (A-B’’’) and *Sema3a* (C-D’’’). The embryos are presented as maximum z projection. n = 4.

Scale bars, 100μm. Green bracket shows the SHF region; oft, outflow tract; arrowheads indicate cells in branchial arch 2 (BA2).

(E) Relative quantification of fluorescence intensity in selected regions of interest (ROI).

**Supplemental figure S11: Our *in vitro* CM differentiation follows a similar trajectory as Wamstad et al^37^ CM differentiation.**

Principal component analysis (PCA) of our *in vitro* differentiation timepoints compared with *in vitro* CM differentiation time points from Wamstad et al^37^ based on RNA-seq data. Please note our starting ES cells (Day_0) were cultured in 2i serum-free conditions. For Wamstad et al timepoints ESC: embryonic stem cell (day 0), MES: mesoderm (day 4), CP: cardiac precursor (day 5.3; 8 hours after our day 5), and CM: cardiomyocyte (day 10). Dashed lines indicate the differentiation trajectory in our (blue) and Wamstad et al (black) CM differentiations.

**Supplemental Figure S12. Uncropped western blot images.**

Gels corresponding to figure 6G (α-CHD7 from A and α-ISL1 from B).

**SUPPLEMENTARY METHODS**

**Additional bioinformatics analysis**

**Comparison of RNA-seq samples to *in vitro* differentiating samples**

Normalized FPKMs from ‘SHF’, ‘HEART’ and samples in Wamstad’s paper ^1^ were used for PCA analysis, without additional batch correction. We used the function prcomp for PCA and ggplot for visualization in R.

**Comparison with single cell *Mesp1***

Gene expression in recently published scRNA-seq data for the E9.5 *Mesp1* lineage^2^ was analyzed for the significantly up- and down-regulated genes in *Chd7* cKO ‘SHF’ vs controls. Cell type annotation by the original authors were used to compute average gene expression for each gene in the wild type ‘SHF’. The data were then clustered to compare the expression of the up- or down-regulated genes across cell types and presented as a heatmap.

**CUT&RUN data analysis**

Deeptools^3^ (v3.1.0) was used to compute read coverage across the peaks and generate heatmap for comparing the coverage across samples.

Association of the CUT&RUN peaks with genes was performed using GREAT^4^, with default settings for mm10. HOMER (v4.7, default setting) was used for motif enrichment analysis for all the peaks or the peak subsets mapped to up- or down-regulated genes in the *Chd7* cKO. To determine what TFs may co-occupy with CHD7, the CUT&RUN peaks were compared to a database of published ChIP-seq data using BART^5^. The ISL1 ChIP-seq peaks from a previous study ^6^ were obtained and those overlapping with CHD7 CUT&RUN by at least 1 bp were determined after they were mapped to the mm10.

Distribution of distance from peaks to nearest TSS was calculated using ChIP-Enrich ^7^.

**Extended bioinformatics analysis**

Gene ontology (GO) and pathways analysis was performed using Enrichr ^8-10^.

Intersection of gene lists was performed using Venny (<https://bioinfogp.cnb.csic.es/tools/venny/>). The statistical significance of the overlap between two gene lists was calculated using the calculator in <http://nemates.org/MA/progs/overlap_stats.html>, adjusted for the number of genes in the mouse genome. All the gene list overlaps presented had representation factor >1, which indicates more overlap than expected of two independent groups. The hypergeometric probability p-value is provided in the relevant figures.

IGV genome browser ^11^ was used for illustration of CHD7 binding sites, with the addition of the following published datasets: CP enhancers ^1^, ISL1 binding sites ^6^, and H3K4me1, H3K27ac and H3K27me3 ChIP-seq datasets from E10.5 hearts (by Bing Ren, part of the ENCODE project ^12^). Datasets mapped onto mm9 were converted to mm10 using UCSC LiftOver.

**CUT&RUN sequencing, library preparation**

Library preparation was performed with the NEB DNA Ultra II assay with the following deviations;

- A-tailing temperature was reduced to 50ºC and performed for an hour.
- Full length UDI-UMI adapters (IDT) were diluted to 0.3µM for ligation.
- No USER linearisation step was performed.
- After ligation, 1.1X volume of SPRIselect was used for clean-up.
- During PCR, anneal/extension time was cut to 13 seconds to exclude amplification of large fragments.
- An additional 1X volume SPRI select clean-up was performed post PCR to remove adapter-dimer.

**HCR whole mount image acquisition and analysis**

Images were acquired using a Zeiss LSM 880 Upright Confocal Multiphoton microscope, with 10x/NA0.5 W-Plan Apochromat Water dipping objective or 5x/NA0.16 EC Plan-Neofluar objective. Images were saved as czi files and stacks were exported in FIJI. Using FIJI software MAX intensity projection method of selected Z stacks was used to produce the images presented. All the control and cKO embryos of each HCR probe were imaged using the same settings, on the same imaging session.

For quantification of relative fluorescence intensity SUM slices projection method was used to apply a Z projection to the stack of images. Equal number of Z stacks were projected from control and cKO embryos and Measure function in FIJI was used for the quantification. The ‘mean gray value’ of the region of interest (ROI) marked by a rectangle was measured in all embryos tested. The average of the ‘mean gray value’ of control and cKO embryos was calculated and the ratio of cKO to control was used to identify gene expression changes (fold change cKO/control). Two-tailed student’s t-test was performed to determine statistical significant differences between control and cKO embryos. Data is presented in table S1.

**Immunostaining**

Immunofluorescence on paraffin sections was performed as previously described ^13^, using the following antibodies: rabbit anti-TBX1 (1/100, Lifescience Ls-C31179), mouse anti-TBX5 (1/100, Santa Cruz, Sc-515536) and secondary antibodies raised in donkey (Life Science technologies). Images were acquired using a Zeiss confocal LSM780 microscope with a 20X objective.

**REFERENCES for Supplementary Methods**

1. Wamstad JA, Alexander JM, Truty RM, Shrikumar A, Li F, Eilertson KE, Ding H, Wylie JN, Pico AR, Capra JA, et al. Dynamic and coordinated epigenetic regulation of developmental transitions in the cardiac lineage. *Cell*. 2012;151:206-220. doi: 10.1016/j.cell.2012.07.035

2. Nomaru H, Liu Y, De Bono C, Righelli D, Cirino A, Wang W, Song H, Racedo SE, Dantas AG, Zhang L, et al. Single cell multi-omic analysis identifies a Tbx1-dependent multilineage primed population in murine cardiopharyngeal mesoderm. *Nat Commun*. 2021;12:6645. doi: 10.1038/s41467-021-26966-6

3. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res*. 2016;44:W160-165. doi: 10.1093/nar/gkw257

4. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G. GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol*. 2010;28:495-501. doi: 10.1038/nbt.1630

5. Ma W, Wang Z, Zhang Y, Magee NE, Feng Y, Shi R, Chen Y, Zang C. BARTweb: a web server for transcriptional regulator association analysis. *NAR Genom Bioinform*. 2021;3:lqab022. doi: 10.1093/nargab/lqab022

6. Wang Y, Li Y, Guo C, Lu Q, Wang W, Jia Z, Chen P, Ma K, Reinberg D, Zhou C. ISL1 and JMJD3 synergistically control cardiac differentiation of embryonic stem cells. *Nucleic Acids Res*. 2016;44:6741-6755. doi: 10.1093/nar/gkw301

7. Welch RP, Lee C, Imbriano PM, Patil S, Weymouth TE, Smith RA, Scott LJ, Sartor MA. ChIP-Enrich: gene set enrichment testing for ChIP-seq data. *Nucleic Acids Res*. 2014;42:e105. doi: 10.1093/nar/gku463

8. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma'ayan A. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics*. 2013;14:128. doi: 10.1186/1471-2105-14-128

9. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res*. 2016;44:W90-97. doi: 10.1093/nar/gkw377

10. Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL, Lachmann A, Wojciechowicz ML, Kropiwnicki E, Jagodnik KM, et al. Gene Set Knowledge Discovery with Enrichr. *Curr Protoc*. 2021;1:e90. doi: 10.1002/cpz1.90

11. Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP. Integrative genomics viewer. *Nat Biotechnol*. 2011;29:24-26. doi: 10.1038/nbt.1754

12. Consortium EP. An integrated encyclopedia of DNA elements in the human genome. *Nature*. 2012;489:57-74. doi: 10.1038/nature11247

13. De Bono C, Thellier C, Bertrand N, Sturny R, Jullian E, Cortes C, Stefanovic S, Zaffran S, Theveniau-Ruissy M, Kelly RG. T-box genes and retinoic acid signaling regulate the segregation of arterial and venous pole progenitor cells in the murine second heart field. *Hum Mol Genet*. 2018;27:3747-3760. doi: 10.1093/hmg/ddy266

How the deposited data were processed for this re-analysis (not part of the article)

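The measurements are from CUT&RUN with anti-CHD7, IgG or no antibody (input) in CP cells at day 5 of differentiation, in 3 biological replicates of each group and 9 libraries in all. The authors demultiplexed the reads, trimmed them with fastp, aligned them to mm10 with bwa, removed duplicates by unique molecular identifiers with JE-Suite, called peaks in each sample with MACS2 against IgG, and kept those that overlapped in more than 1 replicate. The deposited values are positions in bp, the start and end of each peak, in 1 list for the 3 anti-CHD7 replicates together. They carry no score, signal, read count or P-value. The calling threshold and the way overlapping peaks were joined were not found in the paper's text. Library depths, the spread between replicates and the effect of leaving out a replicate could therefore not be examined, and the number of peaks limits the precision. The reads and the IgG and input libraries were not analysed here.

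Peak positions were used with GRCm38.p6 and GENCODE M21. Starts were read as counted from 0, and the peak numbers as the order in the list; distances computed in this way were checked against the paper's Table S2 and differed by at most 1 bp. The distance of a peak is from its midpoint to the nearest TSS of any transcript of a protein-coding gene. For regulatory domains, 1 transcript per gene was taken, with protein-coding transcripts first, then by APPRIS level and then by spliced length, and of genes sharing a symbol 1 was kept. The domain ran 5 kb upstream and 1 kb downstream of the TSS, with an extension of up to 1 Mb. The paper's DEG lists (Supplementary material online, Data S1 and Data S2) were matched to these genes by symbol, with older symbols resolved through a RefSeq gene table. For ‘SHF’, 94.6% of the listed DEGs matched, and for ‘HEART’ 97.8%. The ‘SHF’ list gives no fold change for 1 DEG, which had a peak. It was counted as downregulated, because the paper gives 91 upregulated and 222 downregulated genes. Comparisons of fold change leave it out.

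Overlaps were tested with the 1-sided hypergeometric test over the 21911 genes. The paper names this test and states that its calculator was adjusted for the number of genes in the mouse genome, but its text does not give that number. Because domain length differs between genes, the same overlaps were also set against 1000 random placements of the peaks and fitted by logistic regression with the log10 length of the domain. Shares were compared by 2-sided Fisher's exact tests and given with Wilson 95% confidence intervals. Motifs were consensus sequences taken from the logos of Fig. 6 or the usual core of the family, counted as windows with at least 1 match, with Benjamini-Hochberg adjustment over the 8 motifs in each set of peaks.

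The named genes were fixed by rule before the data were examined. They are the genes of Table S2, the other genes the paper's text names with a change in Chd7 cKO, the 5 genes with the most peaks and, for each dissection, the 3 DEGs with a peak and the greatest fold change in the paper's list. The alternatives fixed at the same time were other sets of TSSs, other association rules, the peaks wider than the median, merged peaks, the peak edge in place of the midpoint, other expected overlaps, and other windows and backgrounds for motifs. Alternatives added after the data had been seen are named as such where they are given.

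The functions were tested on simulated data with known answers. In 40 simulated runs with sets of 300 genes that had long domains but no added peaks, the hypergeometric test called an overlap in 40 runs and the random placements in 2. With planted peaks both called 40 of 40, and with sets drawn at random each called 1 of 40. The simulated peaks were placed by the same rule as the random placements, without the enrichment near TSSs that the CHD7 peaks have. These runs therefore do not show which test is right for the CHD7 peaks. All 120 planted motifs were found.

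Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1, with fixed random seeds. Gene ontology, enhancer, histone mark, ISL1 binding and RNA-seq read data were not used here.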

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

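The tests of the genes with the most peaks were chosen only after those genes had been seen.

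The 5 genes with the most CHD7 peaks in their regulatory domains are not discussed in the paper. Bmp4, Cdkn3, Tle3, Tpm1 and Uaca had 7 peaks each, and none of them is in the paper's ‘SHF’ or ‘HEART’ DEG list. Bmp4 and Cdkn3 are neighbours on chromosome 14 that share the same 7 peaks, and Tle3 and Uaca are neighbours on chromosome 9 that share 6, so these counts are not independent. Domain length was weighed as the technical explanation, since a long domain collects more peaks. The random placements gave these genes between 0.566 (Bmp4) and 2.35 (Tle3) peaks on average. Over all genes, 52 had more peaks than in any of the 1000 placements, and 4 of these 5 genes were among them; Tle3 was not, as 8 placements gave it 7 or more. Single placements, each set against the others in the same way, gave 6.67 such genes on average and 17 at most (1-sided permutation test, P = 0.001, the smallest possible). This argues against domain length alone as the explanation for the set of 52 genes. Splitting of broad regions into neighbouring calls is argued against as the whole explanation. With peaks up to 10 kb apart merged into 3645 regions, 27 genes had more regions than in any of 1000 placements of these regions, while single placements gave 18 at most (1-sided permutation test, P = 0.001, again the smallest possible). Of these 27 genes, 13 were among the 52, and 1 of the 5 genes with the most peaks was among the 27. Against the original placements of single peaks, 26 of the 52 genes stayed above every placement after merging, with Bmp4, Cdkn3 and Uaca (5, 5 and 7 regions) among them and Tpm1 (6 regions) not. Which genes pass thus depends on the draw of placements. Tle3 and Uaca kept 7 regions each, so no calls up to 10 kb apart were joined in their domains and such splitting is argued against for their counts. For the peaks that were joined in the domains of Bmp4, Cdkn3 and Tpm1 it stays open. With peaks up to 1 kb apart merged and placed anew, 42 genes passed, of which 30 were among the 52. Differences in accessibility or mappability stay open, and no biological explanation was tested. The number of genes with 5 or more peaks was 36, below the mean of 70.0 in the placements, so peaks were not more concentrated on single genes in general.

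Fgf10 and Osr1 each had a further peak that Table S2 does not list. Peak2901 lay 586735 bp from the TSS of Fgf10 and peak2559 lay 623534 bp from that of Osr1. The copy of Supplementary material online, Data S3 used here lists peak2901 for Fgf10 and, being shortened, does not reach Osr1. Domain length may be enough to account for the number of peaks of Fgf10, since 20.7% of the random placements put 3 or more peaks in its domain. For Osr1 the share was 33.8%. Whether either peak acts on these genes was not tested.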

How the results depend on the processing

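Across 27 results, 130 values were computed under alternatives fixed before the data were examined. Of these, 77 kept their direction and side of the threshold, or for values without a test stayed within their limit; 13 lost significance, 10 gained it, 16 moved and 14 changed direction. Under alternatives added after the data had been seen there were 22 values, of which 14 were kept in this sense, 3 lost significance, 4 moved and 1 changed direction. These verdicts use P-values before adjustment for the comparisons of shares. No paired analysis was possible because the deposited list pools the 3 replicates and holds no value per replicate. For the same reason no replicate could be left out and no stricter calling threshold applied; the peaks wider than the median stood in for the latter. The cause of the changes below was not tested unless given.

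The shares of peaks by distance depended on the TSSs counted. Over 10 kb, over 50 kb, within 1 kb and within 5 kb, they were 42.8%, 8.56%, 18.7% and 41.4% with the TSSs of all annotated genes, and 70.1%, 35.9%, 11.0% and 21.1% with 1 TSS per gene. More TSSs shorten every distance by construction. For peaks wider than the median they were 53.9%, 21.9%, 19.0% and 35.4%, and from the peak edge 17.8% lay within 1 kb. With the 5′ ends of protein-coding transcripts only, which was added after the data had been seen, they were 64.2%, 29.4%, 13.5% and 25.9%. The number of associated genes was 4978, and 3105 with the single nearest gene, 694 with the basal domain only and 2853 with the peaks wider than the median, which use fewer pairs or fewer peaks by construction.

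For the ratio of observed to expected DEGs, the basal domain only gave 0.853 for ‘SHF’, 0.582 for its downregulated genes and 1.6 for its upregulated genes, 0.916 for ‘HEART’, 0.681 for its downregulated genes and 1.09 for its upregulated genes, with few genes left (8 in ‘SHF’, 28 in ‘HEART’). Random placements gave 1.06 for ‘SHF’, 0.926 for its downregulated genes and 0.858 for the downregulated ‘HEART’ genes. The logistic regression with domain length gave odds ratios of 1.27, 1.00 and 0.926 for the same groups. For the downregulated ‘SHF’ genes the ratio was 1.35 with all annotated genes and 0.976 with an extension of up to 100 kb. For the downregulated ‘HEART’ genes it was 1.06 with that extension and 1.12 with the single nearest gene.

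Further expectations were chosen after the data had been seen. Random peaks that kept their offset from a TSS gave 1.34 for ‘SHF’, 1.27 for its downregulated genes (1-sided permutation test, P = 0.01) and 1.12 for the downregulated ‘HEART’ genes, the last without significance (P = 0.072). A background without receptor and other large gene families kept every DEG overlap on its side of the threshold. As a rough upper limit, the background was reduced to the number of tested genes that the adjusted P-values imply (17897 for ‘SHF’, 14029 for ‘HEART’). Every associated gene was kept in it. The ratio was then 1.18 for downregulated ‘SHF’ genes, 1.01 for ‘HEART’ and 0.845 for its downregulated genes. For the upregulated genes it was 1.64 in ‘SHF’ and 1.13 in ‘HEART’. The ratios of the upregulated genes stayed over 1 under all alternatives and lost significance only with the basal domain.

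The difference between up- and downregulated ‘SHF’ genes passed the threshold with the extension of up to 100 kb (odds ratio 2.76), the single nearest gene (1.99) and domain length in the model (2.38), also after adjustment over the 3 comparisons (P = 0.00116, 0.0399 and 0.00523, the first pair from Fisher's exact test). With all annotated genes (1.90) it did so only before adjustment (Fisher's exact test, P = 0.0473, adjusted P = 0.0709). For ‘HEART’ it lost significance with the basal domain only (1.63).

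For motifs in all peaks, flanking windows as background gave odds ratios of 1.15 for GATA, 0.571 for MEF2, 0.703 for the caudal consensus and 0.862 for CTCF. Whole peaks gave 1.21 for Tcf, 1.40 for CTCF and 1.02 for the caudal consensus, peaks wider than the median 1.04 for MEF2, and peaks over 5 kb from a TSS 1.30 for Sp1. In ‘SHF’ DEG peaks, GATA was at 3.18 against flanking windows and 1.88 over whole peaks, and the caudal consensus at 1.18 over whole peaks and 1.16 against all other peaks. In ‘HEART’ DEG peaks, GATA was at 1.53 against flanking windows and 1.31 against all other peaks, and the caudal consensus at 1.03 against all other peaks. Every alternative kept the result without significance for the comparison of DEGs of both dissections with those of 1 (odds ratios from 1.05 to 1.62), Klf4 in all peaks (from 1.06 to 1.23) and ISL1 in all peaks (from 1.01 to 1.25).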

Differences from the paper's values

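For the overlap of ‘SHF’ DEGs with genes associated with CHD7 peaks, the hypergeometric P-value was 9.68e-08, while the paper's is given as below 4.144e-09. For ‘HEART’ it was 4.05e-21, while the paper's is given as below 5.12e-26. None of the alternatives set before the data were examined closed either gap, and neither did those chosen after seeing the values. The paper's test was adjusted for the number of genes in the mouse genome, which its text does not give. A larger number of genes with the same associated genes was not tried, so this number stays open as the reason. The number of genes behind these P-values was close, at 107 against the paper's 108 for ‘SHF’ and 345 against the paper's 340 for ‘HEART’.

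The copy of Supplementary material online, Data S3 held 1996 genes against the paper's 4975, and the copy is marked as shortened; the number of genes associated here was 4978.

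The paper describes the enrichment at promoters as relatively low, beside its majority of distant peaks. Here the share of peaks within 1 kb of a TSS was 3.82 times that of randomly placed peaks, which is a different measure. The placements do not take accessibility or mappability into account. The paper reports MEF2, SP1/KLF and KLF4 motifs as enriched in all peaks. Here the Sp1 consensus was enriched against GC-matched windows (odds ratio 1.78, Fisher's exact test, adjusted P = 6e-10). The MEF2 consensus had an odds ratio of 0.953 against these windows and the Klf4 consensus 1.12, neither with significance. No alternative raised the MEF2 or the Klf4 consensus above its background with significance. The paper reports CTCF motifs as enriched, which the consensus search reached over whole peaks (odds ratio 1.40) and not in 200 bp windows (1.34, adjusted P = 0.246). For ‘SHF’ DEG peaks the paper reports GATA and, as the top hit, a caudal motif. GATA passed the adjustment over whole peaks (1.88) and against flanking windows (3.18) but not in the 200 bp windows, and the caudal consensus was at 0.881 there and did not pass under any alternative. The paper reports significant binding of the downregulated ‘SHF’ genes by the hypergeometric test, which gave a ratio of 1.44 here, while the ratio was 0.926 to randomly placed peaks and 1.27 to random peaks that kept their offset from a TSS, the latter chosen after seeing the values. The paper names GATA and MEF2 motifs in the upstream Fgf10 peak, and TBX1, NKX2.5 and ISL1 sites in the intronic one. The consensus search found no MEF2 match in the former and no T-box or ISL1 match in the latter, where the NKX2-5 core matched 3 times. An exact search misses sites that depart from the consensus and does not measure binding, so it cannot contradict these sites. For Fgf10 the paper also draws on ISL1 binding data from CP cells and on enhancer transgenesis.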

Other observations

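The tests against genes of the same domain length, the test of length in the comparison of up- with downregulated ‘HEART’ genes and the test of peak width on the X chromosome were chosen only after related results had been seen.

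The overlap of downregulated DEGs with CHD7 peaks may follow from the length of their regulatory domains. When genes were drawn 10000 times from the same 20 classes of domain length, the observed overlap was 1.05 times the mean of the draws for downregulated ‘SHF’ DEGs (71 against 67.3, P = 0.3) and 1.01 times for downregulated ‘HEART’ DEGs (125 against 123.3, P = 0.45, both 1-sided permutation tests). Against random peaks that kept their offset from a TSS, which were not matched on domain length, the ratios were 1.27 (P = 0.01) and 1.12 (P = 0.072, both 1-sided permutation tests), so for ‘SHF’ the overlap depended on the expectation used. The same explanation is argued against for the upregulated DEGs, which stayed at 1.53 times in ‘SHF’ (36 against 23.5, P = 0.0017) and 1.40 times in ‘HEART’ (220 against 156.9, P = 0.0001, the smallest that these permutation draws can give). Over both directions together the ratio was 1.18 in ‘SHF’ (107 against 90.8, P = 0.02) and 1.23 in ‘HEART’ (345 against 280.0, P = 0.0001, again the smallest possible, 1-sided permutation tests). For ‘SHF’ this differs from the random placements of peaks, which gave a ratio of 1.06 without significance. Length matching does not bear on single genes.

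A hypothesis from these data is that CHD7 peaks lie more often near genes that rise in Chd7 cKO hearts than near genes that fall. In ‘HEART’ the odds ratio of upregulated against downregulated genes was 1.57. Length of the domain is argued against as the cause, since upregulated genes had the shorter domains (median 156193 against 199317 bp) and the odds ratio with length in the model was 2.08 (2-sided P = 1.59e-06, n = 965 genes). Peaks at promoters are argued against, since with only the peaks over 5 kb from every TSS it was 1.41 (Fisher's exact test, P = 0.0214). Gene density and GC content of the neighbourhood are argued against as the whole cause, since with length, the TSSs within 500 kb and GC content in the model it was 1.72 (2-sided P = 0.00058, n = 965 genes). Upregulated genes had a peak more often by 10.2 percentage points, against a mean of -7.30 in the random placements (2-sided permutation test, P = 0.002, the smallest they can give). The placements put more peaks far from a TSS than the list does and favour the longer domains of downregulated genes. Their mean may therefore be too low. In ‘SHF’ the tests of length, distant peaks and neighbourhood gave 2.38 (P = 0.00349), 1.48 (P = 0.157) and 1.82 (P = 0.0561, n = 296 genes). Upregulated ‘SHF’ genes had a peak more often by 12.85 percentage points, against a mean of -5.03 and a maximum of 12.74 in the random placements (2-sided permutation test, P = 0.002). The difference between the dissections was not tested. What stays open is that the peaks come from CP cells in culture and the DEGs from dissected embryos, so a difference in which genes are accessible in CP cells, or in expression level between the groups of DEGs, was not tested and can give the same pattern.

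Genes with more peaks were more often ‘HEART’ DEGs. The share was 3.66% of genes without a peak, 6.37% with 1 peak, 7.85% with 2 and 10.2% with 3 or more. Among genes with a peak, the odds ratio per further peak was 1.22 (2-sided P = 0.00153, n = 4978 genes). The rise may follow from domain length, since with length in the model the odds ratio was 1.06 (P = 0.418, n = 4978 genes). For ‘SHF’ DEGs the shares were 1.12%, 2.17%, 2.10% and 2.08%, with no rise beyond 1 peak (odds ratio per further peak 1.02, P = 0.849, n = 4978 genes). The difference between the dissections was not tested.

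Few peaks lay on the X chromosome. There were 14, against 109.2 predicted by a Poisson model of peaks per 100 kb fitted on the autosomes with GC content, repeats and number of TSSs. GC content, repeats and gene number are argued against as the explanation, since the ratio of 0.128 was below the range of the autosomes, each predicted from the others, from 0.849 (chromosome 7) to 1.15 (chromosome 19). A single copy of the X chromosome, with peaks that stay under the calling threshold, is a candidate explanation that cannot be told apart from lower binding here, because the list holds no read depth and the sex of the cells was not established. The X peaks were narrower, with a median of 470.5 bp against 705 bp on the autosomes (2-sided permutation test, P = 0.00086). The Y chromosome held 1 peak. Filtering of the X chromosome by the authors was not tested.

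In the 493 ‘HEART’ DEG peaks the ISL1 consensus matched in 5.27% against 2.92% of GC-matched windows (odds ratio 1.85, Fisher's exact test, adjusted P = 0.0493 over 8 motifs). The odds ratio was 1.34 against flanking windows (adjusted P = 0.43), 1.26 over whole peaks (adjusted P = 0.112) and 1.66 against all other CHD7 peaks (adjusted P = 0.244, Fisher's exact tests). In all peaks it was 1.05.

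In the paper's ‘SHF’ DEG list, all 313 P-values are whole multiples of 5e-05, and 160 of them equal it. In the ‘HEART’ list the smallest P-value is 1.17e-51 and occurs 1 time. Ranking the ‘SHF’ DEGs by P-value therefore leaves 160 of them tied.

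Of the DEGs with a peak and a fold change in the paper's lists, those with the greatest in ‘SHF’ were Slc6a2, Erv3 and Tdgf1. Their log2 fold changes in the paper are -3.37, -3.24 and -2.18. In ‘HEART’ they were Dmrt1, Isg20 and Sp8, with 4.78, -4.50 and -4.34. For 1 ‘SHF’ DEG with a peak the list gives no fold change, so it could not be ranked. The peak of Slc6a2 was in a UTR of the gene, 36961 bp from the TSS, that of Tdgf1 was at -3046 bp and that of Erv3 at 241521 bp. Dmrt1 had 2 peaks, both in its introns, at 18424 and 69888 bp, while the peaks of Isg20 and Sp8 lay at 79186 and -328028 bp. Among the other genes that the paper names, Chd7 had 1 peak at 192698 bp, Sema6d had 2 in its introns, Wnt2 had 2 in introns of St7, and Tbx2 had 1 in an intron of Bcas3, 472 bp from a TSS of another gene. Tbx1, Aplnr, Sema3a, Sema3c, Tbx20 and Ttn had no peak in their domains, which received between 0.142 (Tbx1) and 2.0 (Sema3a) randomly placed peaks on average.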
